# Differential gene expression in neonatal calf muscle tissues from Hanwoo cows overfed during mid to late pregnancy period

**DOI:** 10.1038/s41598-024-74976-3

**Published:** 2024-10-07

**Authors:** Borhan Shokrollahi, Myungsun Park, Youl-Chang Baek, Shil Jin, Gi-Suk Jang, Sung-Jin Moon, Kyung-Hwan Um, Sun-Sik Jang, Hyun-Jeong Lee

**Keywords:** Maternal nutrition, Skeletal muscle development, Metabolic programming, Transcriptomic analysis, Beef cattle metabolism, Biological techniques, Cancer, Developmental biology, Genetics

## Abstract

Maternal nutrition significantly influences fetal development and postnatal outcomes. This study investigates the impact of maternal overfeeding during mid to late pregnancy on gene expression in the round and sirloin muscles of Hanwoo neonatal calves. Eight cows were assigned to either a control group receiving standard nutrition (100%) or a treated group receiving overnutrition (150%). After birth, tissue samples from the round and sirloin muscles of neonatal calves were collected and subjected to RNA sequencing to assess differentially expressed genes (DEGs). RNA sequencing identified 43 DEGs in round muscle and 15 in sirloin muscle, involving genes related to myogenesis, adipogenesis, and energy regulation. Key genes, including PPARGC1A, THBS1, CD44, JUND, CNN1, ENAH, and RUNX1, were predominantly downregulated. Gene ontology (GO) enrichment analyses revealed terms associated with muscle development, such as “biological regulation,” “cellular process,” and “response to stimulus.” Protein-protein interaction networks highlighted complex interactions among DEGs. Random Forest analysis identified ARC, SLC1A5, and GNPTAB as influential genes for distinguishing between control and treated groups. Overall, maternal overnutrition during mid-to-late pregnancy results in the downregulation of genes involved in muscle development and energy metabolism in neonatal Hanwoo calves. These findings provide insights into the molecular effects of maternal nutrition on muscle development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-024-74976-3.

## Introduction

Investigating the complex mechanisms of mammalian muscle development at the molecular level is pivotal for enhancing muscle growth and applying genetic knowledge to improve beef production. Recent advancements in sequencing technologies, such as RNA-Seq (RNA sequencing), have significantly enhanced our ability to study gene expression, exploring the fundamental molecular mechanisms behind the growth, metabolism, and disease resistance in livestock^1^.

Fetal tissue development in cattle, intricately influenced by maternal nutrition, plays a crucial role in determining growth performance and meat quality. Emerging evidence suggests that strategic nutritional interventions during pregnancy can significantly impact fetal development, emphasizing the importance of adequate nutrition and avoiding excess during mid-to-late pregnancy, which greatly affects postnatal outcomes^2,3^.

As cows approach late pregnancy, their nutritional requirements increase, highlighting the critical nature of this period for fetal muscle development and setting the stage for effective ‘fetal programming’. This practice has the potential to enhance muscle fiber number and mass, and alter energy metabolism in skeletal muscles—a key determinant for cattle, where muscle fibers are established prenatally and remain constant postnatally^4,5^. Furthermore, the nutritional adequacy during this period affects prenatal physiological processes, potentially influencing postnatal growth and meat production outcomes^4,6,7^.

Transcriptome studies in cattle during mid-to-late pregnancy have provided insights into how maternal nutrition influences offspring muscle development, specifically highlighting genes and pathways involved in muscle differentiation, growth regulation, and immune response modulation^8,9^. These findings underscore the pivotal role of maternal diet in shaping muscle architecture and function in neonatal calves^10^.

Nutrition management of dams during mid-to-late pregnancy is crucial for modulating gene expression associated with myogenesis, adipogenesis, and energy homeostasis^11^. Nutritional balance during this period directly influences developmental pathways controlling muscle formation and fat deposition in offspring, with both undernutrition and overnutrition having distinct effects^11,12^. Optimal maternal nutrition not only increases muscle fibers and mass but also intramuscular adipocytes, contributing to improved beef quality^13,14^. Carvalho, et al^15^. and Duarte, et al^16^. have shown that providing supplemental protein to dams during mid-pregnancy impacts energy metabolism and supports skeletal muscle growth. Ahn, et al^17^. further demonstrated that increased protein intake during pregnancy enhances fetal growth, leading to improved birth weight and carcass traits in Hanwoo male calves. Additionally, our earlier report demonstrated that maternal overnutrition enhances specific anatomical and morphometric traits in Hanwoo neonatal calves, with no observed changes in carcass traits^18^. Furthermore, our recent findings have shown that maternal overnutrition during mid-to-late gestation significantly affects the transcriptomic responses of subcutaneous adipose tissue and liver in newborn Hanwoo calves^19^.

In this study, we hypothesized that overnutrition of Hanwoo mothers during mid-to-late pregnancy could alter differences in gene expression within pathways associated with muscle development and marbling in the muscles of newborn calves. Our goal was to deepen the understanding of the individual genes and pathways influenced in the round and sirloin muscles of neonatal calves born to mothers receiving supplementary nutrition during mid-to-late pregnancy.

## Materials and methods

### Animals, diets and management

This study was conducted at the Hanwoo Research Institute, part of the National Institute of Animal Science, over a 10-month period from June 2021 to April 2022. A total of eight pregnant Hanwoo cows were randomly selected for the study. Before artificial insemination, all cows were managed uniformly and fed a standardized diet (Table 1) according to the Korean Feeding Standard for Hanwoo^20^. After insemination, the cows were divided into two dietary groups, each consisting of four cows. At the start (from artificial insemination to 3 months post-insemination) and middle of pregnancy (approximately days 90 to 180 of pregnancy), there were no significant differences in age, weight, and body condition score (BCS) between the groups. However, the overfed cows showed an increase in BCS during late pregnancy^18^. Each cow required an average of 1.5 inseminations per pregnancy, which was confirmed 90 days post-insemination using a pregnancy diagnosis kit and manual verification.

**Table 1:** Nutritional composition of feeds for Hanwoo cattle in the study.

Item	Concentrate	Rice straw
Dry matter (%)	88.43	97.87
	**% of dry matter**	
Crude Protein	16.43	6.22
TDN^1^	75.40	60.64
NDF^2^	35.64	71.47
ADF^3^	13.83	38.56
Ash	7.55	11.31
Ether extract	3.42	0.64
Crude fiber	8.14	29.99
Lignin	2.88	4.50

^1^Total digestible nutrient^2^;Neutral detergent fiber^3^;Acid detergent fiber.

Initially, both groups received the same diet of rice straw and concentrate. The control group was given 3 kg of concentrate and 5 kg of rice straw daily throughout pregnancy. This diet meets the Korean Feeding Standards for Hanwoo, specifying a Dry Matter Intake (DMI) of 4.71 kg, Total Digestible Nutrients (TDN) of 2.12 kg, and Crude Protein (CP) of 0.47 kg for a 400 kg cow. In our experiment, the control group’s intake was set at a DMI of 6.07 kg, TDN of 4.07 kg, and CP of 0.65 kg, reflecting typical feeding levels for pregnant cows according to these standards^20^.

The treatment group, designed to simulate overnutrition, received 4.5 kg of concentrate and 6.5 kg of rice straw daily during mid-to-late gestation (from day 90 to the end of pregnancy), representing a 150% increase in feed. This group’s intake was set at a DMI of 8.42 kg, TDN of 5.69 kg, and CP of 0.93 kg, resulting in a net energy for maintenance (NEm) of 9.56 Mcal, compared to 6.68 Mcal for the control group. This strategy aimed to study the effects of overfeeding on fetal development, focusing on metabolic and physiological changes due to increased nutritional intake. The dietary compositions were analyzed following AOAC guidelines^21^.

### Neonatal calves slaughtering and muscles tissue sampling and preservation

Following birth, neonatal male calves (average weight 30.9 kg) were immediately separated from their mothers to ensure they did not ingest any colostrum, as required by the study’s experimental design. The calves were then humanely euthanized using a protocol approved by the Institutional Animal Care and Use Committee (IACUC) under protocol number NIAS 2020-095. This involved administering pentobarbital intravenously at a dose of 100 mg/kg body weight^22^ to ensure rapid and humane cessation of life functions. This method, followed by exsanguination, was carefully chosen to meet international standards for ethical animal treatment reducing distress to the animals and preserving tissue integrity essential for our molecular analyses. Post-mortem examination, specific muscle specimens (about 50–100 g) from both the round and sirloin regions were meticulously excised. These samples were immediately stored in liquid nitrogen before being transported to a controlled laboratory environment. There, they were stored at a sub-zero temperature of -80 °C to halt any biochemical activity and maintain tissue integrity until detailed molecular analysis. This preservation strategy was employed to ensure the samples remained viable for subsequent analyses.

### RNA extraction, quality control, and sequencing

Total RNA was isolated from neonatal calf muscle samples using the TRIzol reagent to minimize degradation and contamination. Following extraction, RNA samples were immediately stored at -80 °C to maintain their integrity until further processing. The integrity and quality of RNA were stringently assessed using a TapeStation RNA screentape (Agilent, #5067–5576). From this quality and quantity evaluation, only high-quality RNA preparations, with RNA Integrity Number (RIN) greater than 7.0, were used for RNA library construction. Specifically, the RIN for these samples ranged from 7.0 to 8.0, indicating good RNA integrity suitable for RNA sequencing. Subsequently, a library was independently prepared with 0.5 µg of total RNA for each sample by Illumina TruSeq Stranded Total RNA Library Prep Globin Kit (Illumina, Inc., San Diego, CA, USA, #20020613). The first step in the workflow involved removing the rRNA in the total RNA using the Ribo-Zero rRNA Removal Kit (Illumina, Inc., San Diego, CA, USA). Following this step, the remaining RNA is fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were then copied into first-strand cDNA using SuperScript II reverse transcriptase (Invitrogen, #18064014) and random primers. This was followed by second-strand cDNA synthesis using DNA Polymerase I, RNase H, and dUTP. These cDNA fragments then go through an end repair process, the addition of a single ‘A’ base, and then ligation of the adapters. The products were then purified and enriched with PCR to create the final cDNA library. The libraries were quantified using KAPA Library Quantification kits for Illumina Sequencing platforms according to the quantitative PCR (qPCR) Quantification Protocol Guide (KAPA BIOSYSTEMS, #KK4854) and qualified using the TapeStation D1000 ScreenTape (Agilent Technologies, #5067–5582). Indexed libraries were then submitted to an Illumina NovaSeq (Illumina, Inc., San Diego, CA, USA), and the paired-end (2 × 100 bp) sequencing was performed by the TNT Research Incorporated.

### Post-sequencing processing and transcriptomic analysis

The raw sequencing reads were processed to remove low-quality sequences and adapters, and the quality metrics, including base quality, sequence content, and read length, were assessed using FastQC v0.11.7. Before performing RNA sequence mapping, adapter sequence was removed using the Trimmomatic v0.39 program, and reads were trimmed by removing bases with a base quality less than 3, a sliding window trim size of 4, a mean quality of 15, and a minimum length of 36 bp. To ensure the removal of any residual rRNA reads, SortMeRNA was used post-sequencing to filter out rRNA sequences from the data. After preprocessing, the cleaned reads were indexed and aligned to the reference bovine genome using HISAT2 version 2.1.0 and Bowtie2 version 2.3.4.1. Following alignment, transcript assembly and abundance estimation were conducted with StringTie version 2.1.3b. StringTie provided quantification metrics such as Fragments Per Kilobase of transcript per Million mapped reads (FPKM) and Transcripts Per Million (TPM), which are essential for subsequent differential expression analysis. The expression profiles obtained from StringTie were then used for additional analyses to identify DEGs. Statistical hypothesis testing was performed to filter DEGs between the control and treated groups.

### Differential expression and functional enrichment

Statistical analyses of differential gene expression were performed using DESeq2 v1.24.0 with raw counts as input, identifying statistically significant changes in expression at an adjusted p-value < 0.05. Visualization techniques, including volcano plots and heatmaps generated through R packages like ggplot2 and pheatmap, facilitated the exploration of gene expression patterns and clustering across samples. Further, functional enrichment analysis using g: Profiler shed light on the biological implications of the DEGs, pinpointing their involvement in specific biological processes, cellular components, molecular functions, and KEGG pathways.

Principal Component Analysis (PCA) was conducted to identify patterns in the gene expression data and to visualize the variation between the control and treated groups. PCA plots were generated using the factoextra package in R, which provided a clear graphical representation of the separation between the groups. Pearson correlation analysis was performed to assess the relationships between samples. The correlation matrices were visualized to display the strength of the relationships, with higher correlations indicated by darker shades. These analyses helped to confirm the distinct gene expression patterns between the control and treated groups.

### Validation of gene expression data

To validate the RNA sequencing outcomes, we employed qPCR to assess the expression levels of seven DEGs. Therefore, total RNA was reverse transcribed into cDNA utilizing the PrimeScript™ RT Reagent Kit with gDNA Eraser, following the protocol provided by the manufacturer (TaKaRa, Dalian, China). The qPCR analysis was executed using the SYBR^®^ Green Realtime PCR Master Mix (code No. QPK-201, 201 × 5; Toyobo, Osaka, Japan) on a Bio-Rad CFX96 Real-Time PCR System (Hercules, CA, United States), with primer details listed in Table 2. The amplification conditions included an initial denaturation at 95 °C for 30 s, followed by 39 cycles of denaturation at 95 °C for 5 s and annealing at 55 °C for 40 s. Additionally, GAPDH was co-amplified to normalize the expression levels of the target genes. The relative expression levels of the DEGs were quantified using the 2^(-ΔΔCt) method^23^.

**Table 2:** List of selected primers for qPCR validation of RNA sequencing results of round and sirloin samples.

Gene	Primer sequence	Product length	Accession number
LOC104970902	F: GCTCACAGGACTAGCAGGAA R: AGCAATGGCTTTGTGGAGTG	107	XR_001500607
PPARGC1A	F: TGCTCTGTGTCACTGTGGATT R: AACCAGAGCAGCACACTCG	123	NM_177945.3
FOSL1	F: TGTTCCGAGACTACGGGGA R: AGGTGGAACTTCTGCTGGC	100	NM_001205985.1
THBS1	F: AGTGTCGCTGCCAGAACTC R: CAGCCATCGTCTGCAGAGTC	133	NM_174196.1
CNN1	F: GAGGTCAAGAACAAGCTGGC R: CGTCCATGAAGTTGTTGCCG	109	NM_001046379.1
SGMS2	F: GTGGGGCGCAGATTCTTTTT R: GAGTCTCCGTTGAGCTTTGGA	125	NM_001205877.3
GAPDH*	F: TGACCCCTTCATTGACCTTC R: GATCTCGCTCCTGGAAGATG	143	NM_001190390.1

### Protein-protein Interaction (PPI) analysis

To elucidate the complex interactions between proteins encoded by the DEGs (adjusted p-value < 0.05) identified in our study, we conducted a PPI analysis using the STRING database (version 12.0). STRING is a comprehensive resource for exploring predicted and known interactions among proteins, integrating data from various sources including experimental data, computational prediction methods, and public text collections. For the PPI analysis, the list of DEGs from both round (40) and sirloin (7) muscle tissues was input into STRING. We used the default settings to explore interactions, including direct (physical) and indirect (functional) associations. The database provides a confidence score for each interaction, which is based on the evidence supporting that interaction. We set a minimum required interaction score of 0.4 (medium confidence) to ensure the relevance and reliability of the interactions displayed.

### Identification of influential genes using random forest

To identify the most influential genes on muscle tissue characteristics, we employed the Random Forest algorithm using the random forest package in R (version 4.0.3). The Random Forest algorithm was chosen for its robustness and accuracy in handling complex biological data. It effectively manages large datasets with many variables and provides reliable feature importance metrics, making it ideal for identifying key genes in our study. This machine learning method constructs multiple decision trees and outputs the mode (classification) or mean prediction (regression) of the trees. Our dataset comprised 44 DEGs with an adjusted p-value < 0.05. We used supervised training with the experimental group (treated or control) as the predicted variable, splitting the data into 70% for training and 30% for validation. A 10-fold cross-validation was employed to ensure robustness and mitigate overfitting, repeating this process ten times. The analysis used 500 trees to ensure stability, with the number of variables at each split set to the square root of the number of DEGs. We measured the Mean Decrease in Accuracy (MDA) for each gene to quantify its importance in classification. Model performance was evaluated by calculating the proportions of correctly and incorrectly classified instances and overall accuracy, supplemented by a confusion matrix detailing true positive, false positive, true negative, and false negative classifications. These results provided a comprehensive assessment of the model’s predictive performance and its reliability in identifying influential genes.

### Statistical analysis

The study analyzed differential gene expression in neonatal Hanwoo calf muscles resulting from maternal overnutrition. The RNA sequencing data were processed using FastQC for quality control, Trimmomatic for trimming adapters and low-quality sequences, and HISAT2 and Bowtie2 for alignment to the reference genome. Differential gene expression analysis was performed using DESeq2, identifying 43 DEGs in round muscle and 15 in sirloin muscle, with significance set at an adjusted p-value < 0.05. GO and KEGG pathway enrichment analyses were conducted using g: Profiler, with DEGs at an adjusted p-value < 0.2 to generate more terms. Protein-protein interactions were analyzed using the STRING database, and key gene influences were examined using the Random Forest analysis by the randomForest package with the significant DEGs (adjusted p-value < 0.05). qPCR was used to validate the RNA-Seq data. For comparisons of means between the two groups, the t-test was applied using R, and fold changes are reported as Means ± SEM.

## Results

### RNA-sequencing analysis

Sixteen muscle samples from neonatal Hanwoo calves (both round and sirloin) were analyzed to study the effects of maternal overnutrition during mid to late pregnancy. 

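RNA from the round and sirloin muscles of the same 8 calves was sequenced as 16 libraries, with 4 control and 4 treated calves in each muscle. The sample labels give 100% of the requirement for the control cows and 150% for the treated cows. The paper's methods give 3 kg of concentrate and 5 kg of rice straw per day for the control diet, and 4.5 kg and 6.5 kg for the treated diet. The paper's methods name a kit that removes rRNA and globin RNA, whereas the sample labels state poly(A) selection, and the conflict was left open. The authors aligned the reads with HISAT2 and Bowtie2 and quantified genes with StringTie, and for 34109 genes they deposited read counts without normalization and TPM values. A comparison table with fold changes and p-values was also deposited for each muscle.
The total count per library ranged from 44473011 to 72446933 in round muscle, with a median of 47529676.5 in the control group and 55133859 in the treated group. In sirloin muscle the range was 44863173 to 72165291, with a median of 58134051.5 in the control group and 53701303.5 in the treated group. Mean totals did not differ between the diets in round muscle (two-sided exact permutation test, p = 0.829) or in sirloin muscle (two-sided exact permutation test, p = 0.657).
In each muscle, genes with 0 counts in all 8 libraries were left out, which left 21677 genes in round muscle and 21776 in sirloin muscle. Counts were normalized by the TMM method, and the treated and control groups were compared muscle by muscle with edgeR's quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. CPM values below are TMM-normalized and given as mean ± SD. Gene IDs were matched to symbols through the annotation of ARS-UCD2.0, used for names only, and 30762 of the IDs (90.2%) had one. Libraries are named by the replicate numbers of the sample labels. Table S1 names them differently: in the part of it used here, the values of C2, C3 and C4 were equal to those of control replicates 3, 4 and 2 for all 1012 round and all 1058 sirloin genes, and no other library matched more than 42 genes.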

The RIN for these samples ranged between 7.0 and 8.0, showing good RNA quality. RNA sequencing yielded a total of 888.2 million paired-end reads. 

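Summed over all genes, the deposited counts came to 888 M for the 16 libraries, with means of 54.5 M per round library and 56.5 M per sirloin library. The 10 genes with the highest counts took between 17.3% and 22.1% of the counts of a round library. In sirloin libraries they took as little as 15.6%. The TMM factors ranged from 0.932 to 1.09 in round muscle and from 0.854 to 1.13 in sirloin muscle. For a gene with 0 counts in all 4 treated round libraries, the depth allows a level of up to 0.0131 CPM (3 counts over the group). Such limits cover counting error only.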

Each round muscle sample produced approximately 54.5 million reads, and each sirloin muscle sample produced about 56.5 million reads. For both muscle types, 99.1% of the reads matched the bovine genome.

### Differential gene expression analysis

In this study, differential gene expression analysis was conducted on 34,109 genes across both round and sirloin muscle samples of neonatal calves. 

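FPKM values were rebuilt for all listed genes by multiplying each library's TPM by the FPKM to TPM ratio that Table S1 gives for that library. The ratio was between 0.511 and 0.568 in round libraries and between 0.480 and 0.556 in sirloin libraries. The rebuilt FPKM stayed below 0.1 in every library for 16898 genes in round muscle and 16886 genes in sirloin muscle, which left 17211 and 17223 genes. Between 17060 and 18700 genes per round library had at least 1 count. Between 17409 and 18672 genes did so in the sirloin libraries. This filter was used only as an alternative, since the count test needs no minimum FPKM.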

A significant proportion of genes, specifically 16,897 from round muscle and 16,885 from sirloin tissue, displaying FPKM values below the threshold of 0.1, were excluded from the dataset^24,25^. The comprehensive tabulation of all genes is presented in Table S1.

Additionally, we performed PCA and Pearson correlation analysis to further validate our findings. 

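PCA was run on log2 CPM with a prior count of 2 over all tested genes. In round muscle the first component held 22.4% of the variance and the second 19.5%, and neither component placed all treated calves on one side of the control calves. The distances between the diets, relative to those within them, gave a pseudo-F of 0.956 (exact permutation test over the 35 splits of 8 calves into 4 and 4, p = 0.6). The smallest p that this design allows is 0.0286. The setting that moved this value most was the use of only the 41 matched genes of Table 3, which were chosen on the same libraries. With them the pseudo-F was 14.9, past every other split, and the first component held 71.9% of the variance.

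**Figure D1:**
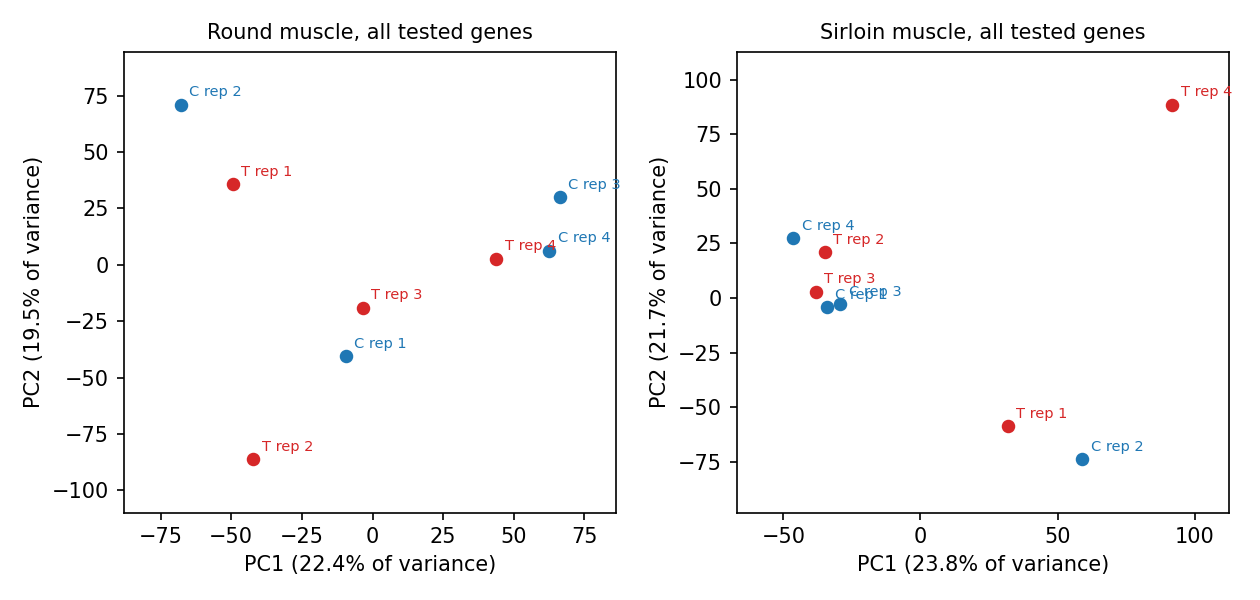
First and second principal components (percent of variance on the axes) of log2 CPM over all tested genes in round muscle (left) and sirloin muscle (right). Each point is 1 library, blue for control and red for treated calves, and the colours are interspersed in both panels, where the sirloin components hold 23.8% and 21.7% of the variance.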

The PCA plots for the round (Fig. 1A) and sirloin muscle samples (Fig. 1C) clearly distinguish between the control and treated groups, indicating significant variance in gene expression profiles due to maternal overnutrition. However, some variability was observed within the control group samples. For the round muscle (Fig. 1A), while the treated group samples (T1, T2, T3, T4) form a distinct cluster, one control sample (C2) appears to be an outlier, clustering separately from the other control samples (C1, C3, C4). This suggests that while there is a general distinction between the treated and control groups, there may be variability within the control samples that may affect the clustering. 

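Over all tested genes, the round library named C2 in Table S1, control replicate 3, lay at 66.2 on the first component, beside control replicate 4 at 62.6. Control replicate 1 lay at -9.53. The control library farthest from the others was control replicate 2, named C4 in Table S1, at -67.9 on the first component and 71.0 on the second. The treated libraries spread from -49.5 to 43.8 on the first component. Over the matched genes of Table 3 alone, control replicate 3 stood apart on the second component, at -7.09, while the other control libraries lay between 1.03 and 5.04. There the treated libraries lay between 8.03 and 8.63 on the first component and the control libraries between -9.60 and -6.75.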

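The sirloin libraries gave a pseudo-F of 0.894 for diet over all tested genes, so that distances between the diets were no larger than those within them (exact permutation test, p = 0.657). Leaving out each calf in turn kept the pseudo-F between 0.815 and 1.03. Over the 15 genes of Table 4, chosen on the same libraries, it was 15.1 and the first component held 73.4% of the variance.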

In the sirloin muscle samples (Fig. 1C), the PCA plot shows a more distinct separation between the treated and control groups. The treated samples (T1, T2, T3, T4) cluster tightly together, whereas the control samples (C1, C2, C3, C4) form a separate group but with a broader spread, indicating some variability within the group. 

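On the first component over all tested genes, treated replicates 2 and 3 lay at -35.0 and -38.1, treated replicate 1 at 31.9 and treated replicate 4 at 91.9. Control replicates 1, 3 and 4 lay between -46.4 and -29.2, and control replicate 2 at 59.1.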

The Pearson correlation analysis for the round muscle samples (Fig. 1B) shows high correlations between most samples, except for sample C2, which has lower correlations with the other control samples, further supporting its status as an outlier. 

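Pearson correlations were computed across genes on log2 CPM for the 28 pairs of round libraries, and since genes are not independent replicates no p-value was attached. They averaged 0.966 (SD 0.00507) and ranged from 0.957 to 0.978. Pairs of control libraries, pairs of treated libraries and pairs from both diets had the same mean correlation to 3 decimals. The mean correlation of control replicate 3, named C2 in Table S1, with the other 7 libraries was 0.968, the highest of the control libraries, and that of control replicate 2 was 0.963, the lowest of them. The value moved most on the FPKM scale without the 10 genes of highest mean FPKM, where the correlations averaged 0.854 and control replicate 3 was again the highest control library, at 0.888.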

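In sirloin muscle the correlations across genes on log2 CPM averaged 0.971 over pairs of control libraries, 0.964 over pairs of treated libraries and 0.968 (SD 0.00764 over all pairs) between the diets. Treated replicate 4 had the lowest mean correlation with the other libraries, 0.958, and control replicate 3 the highest, 0.973. On FPKM values without a log the order was the opposite, with a mean of 0.938 over control pairs and 0.965 over treated pairs.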

The correlation matrix for the sirloin muscle samples (Fig. 1D) indicates high intra-group correlations among treated samples and some variability among control samples. These observations suggest that while there is a general distinction between treated and control groups in gene expression profiles, variability within control groups must be considered.

**Fig. 1:**
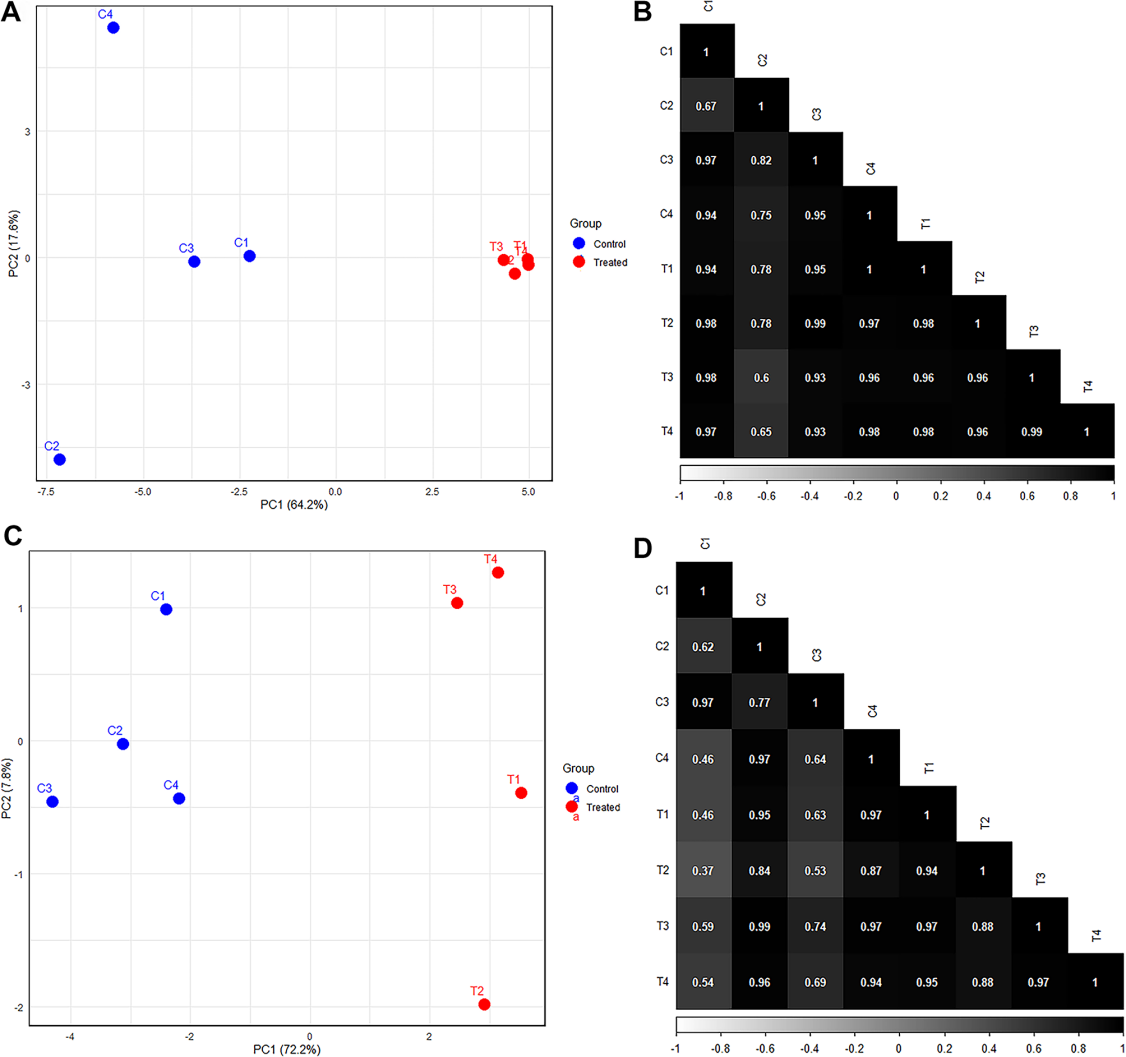
Principal Component Analysis (PCA) and Pearson correlation analysis of gene expression profiles in round and sirloin muscle tissues of neonatal Hanwoo calves. (**A**) PCA plot for round muscle tissue samples. Each point represents an individual sample, with blue points indicating control samples (C1, C2, C3, C4) and red points indicating treated samples (T1, T2, T3, T4). The PCA plot shows clear separation between control and treated groups. (**B**) The matrix shows the correlation coefficients between pairs of samples, with higher correlations indicated by darker shades. Control and treated samples exhibit high intra-group correlations, while inter-group correlations are lower. (**C**) PCA plot for sirloin muscle tissue samples. Each point represents an individual sample, with blue points indicating control samples and red points indicating treated samples. The PCA plot shows clear separation between control and treated groups. (**D**) Pearson correlation matrix for sirloin muscle tissue samples. The matrix shows the correlation coefficients between pairs of samples, with higher correlations indicated by darker shades. Control and treated samples exhibit high intra-group correlations, while inter-group correlations are lower.

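In round muscle, 956 of the 21677 genes tested (4.41%) had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test. Of these, 417 were higher and 539 lower in treated calves. With edgeR's filterByExpr filter, the setting that moved the count most, 625 of 14723 genes did so. DESeq2 gave 863 and limma-voom 855.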

Further analysis on the round muscle tissue revealed significant differential expression in 855 genes, with a p-value < 0.05. Among these, 321 genes were found to be upregulated, while 534 genes showed downregulation. 

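The same test in sirloin muscle gave 852 of 21776 genes (3.91%), with 500 higher and 352 lower in treated calves. The count was 698 by DESeq2 and 682 by limma-voom, and 497 of 14967 genes with the filterByExpr filter.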

For sirloin, a total of 677 genes met the established criteria (p-value < 0.05), with 336 genes upregulated and 341 downregulated.

### Visualization of DEGs

The volcano plots showing the effect of maternal overfeeding on gene expression in the round and sirloin muscles of Hanwoo neonatal calves are illustrated in Fig. 2A and B, respectively. These plots illustrate the distribution of DEGs, highlighting significant upregulated and downregulated genes. The distinct gene expression profiles of these DEGs are further visualized in the heatmaps in Fig. 2C and D. Figure 2C shows the heatmap for the round muscle, while Fig. 2D displays the heatmap for the sirloin muscle.

**Fig. 2:**
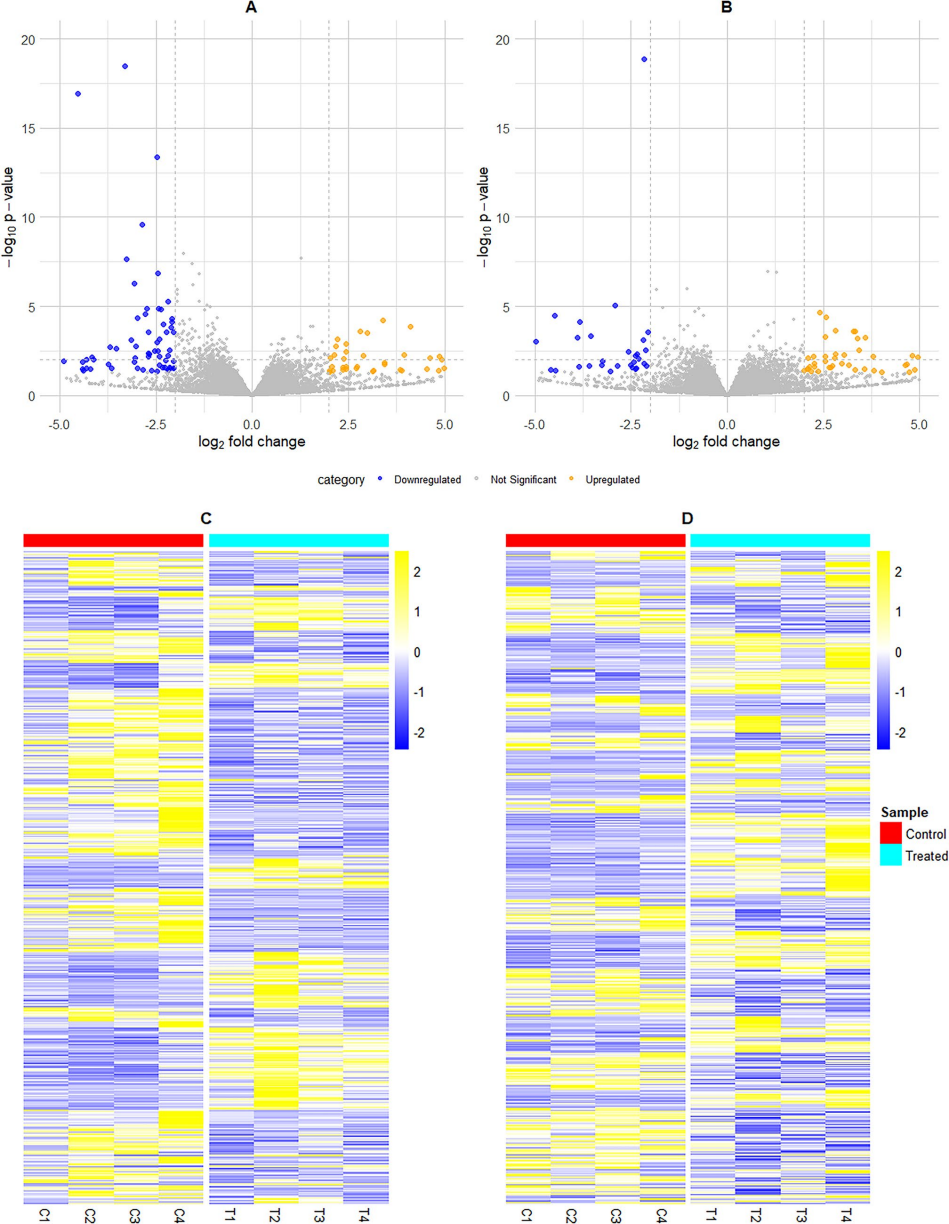
Visualization of differentially expressed genes (DEGs) due to maternal overfeeding during mid to late pregnancy in the muscle tissues of neonatal Hanwoo calves. (**A**) Volcano plot for round muscle tissue. The Y-axis represents the -log10 p-values, while the X-axis shows the log2 fold change (FC). Blue points on the left indicate significantly downregulated DEGs, and orange points on the right indicate significantly upregulated DEGs (p-value < 0.05). Grey points represent non-significant DEGs. (**B**) Volcano plot for sirloin muscle tissue. Similar to panel A, the Y-axis represents the -log10 p-values, and the X-axis shows the log2 fold change (FC). Blue points indicate significantly downregulated DEGs, and orange points indicate significantly upregulated DEGs (p-value < 0.05). Grey points represent non-significant DEGs. (**C**) Heatmap depicting DEGs for round muscle tissue. Columns represent individual samples: control samples (C1, C2, C3, C4) and treated samples (T1, T2, T3, T4). Colors range from blue (downregulated) to yellow (upregulated) based on the Z-score of normalized expression values. (**D**) Heatmap depicting DEGs for sirloin muscle tissue. Columns represent individual samples: control samples and treated samples. Colors range from blue (downregulated) to yellow (upregulated) based on the Z-score of normalized expression values.

Notably, 43 DEGs in the round muscle and 15 DEGs in the sirloin muscle exhibited significant differential expression (adjusted p-value < 0.05) between the two study groups. 

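In round muscle 4 genes passed an adjusted p-value of 0.05 in edgeR's test, 3 lower and 1 higher in treated calves. THBS1 (gene ID 281530) fell from 301 ± 130 CPM (SD, n = 4) in control calves to 30.5 ± 10.4 CPM (SD, n = 4) in treated calves, a log2 fold change of -3.30 (standard error 0.372, adjusted p-value = 0.0266 by edgeR). ENAH (513095) fell from 678 ± 84.7 to 124 ± 45.4 CPM, with a log2 fold change of -2.45 (standard error 0.320, adjusted p-value = 0.0367 by edgeR). FOSL1 (531389) fell from 12.5 ± 6.68 to 0.549 ± 0.377 CPM, with a log2 fold change of -4.49 (standard error 0.572, adjusted p-value = 0.0367 by edgeR). The gene that rose was LOC781412. In all 4 genes no treated calf overlapped a control calf, which chance gives for 2.86% of genes (1 of 35 splits). The test selects for this, and over all 21677 tested genes 394 had no overlap.
The test decided the count most, since DESeq2 called 45 genes, 7 higher and 38 lower in treated calves. Leaving out 1 calf at a time left between 0 and 3 genes in edgeR's test: 1 without control replicate 1, 1 without control replicate 2, 2 without treated replicate 2, and 0 without control replicate 4 (689 genes at an unadjusted p-value under 0.05) or without treated replicate 3 (889 genes). Of the 43 genes of Table 3, 41 were matched by symbol, and all 41 changed in the direction of the table, with an unadjusted p-value of at most 0.00377. DESeq2 called 40 of them, limma-voom 1. All 41 passed when adjusted over the list alone, which is not independent evidence, because the study chose the list on these samples. The groups did not overlap in 35 of the 41.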

In the round muscle, there were 4 upregulated and 39 downregulated DEGs (Table 3). In contrast, in the sirloin muscle, 6 DEGs were upregulated, and 9 were downregulated (Table 4).

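In sirloin muscle edgeR's test called 2 genes. NAB2 (504755) fell from 12.8 ± 2.60 CPM (SD, n = 4) in control calves to 2.85 ± 0.414 CPM (SD, n = 4) in treated calves, a log2 fold change of -2.17 (standard error 0.252, adjusted p-value = 0.0397 by edgeR). The other, LOC781412, rose. Neither passed the threshold in any of the fits that left out 1 calf, although the log2 fold change of NAB2 stayed between -2.27 and -2.03. DESeq2 called 13 genes, 6 higher and 7 lower, and limma-voom called 0, with 682 genes at an unadjusted p-value under 0.05. All 15 genes of Table 4 changed in the direction of the table, with an unadjusted p-value of at most 0.00500, and 12 of them were among the DESeq2 calls. All 15 passed when adjusted over the list alone, a list chosen on these samples. In 13 of the 15, and in 355 of all tested genes, the groups did not overlap.

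**Figure D2:**
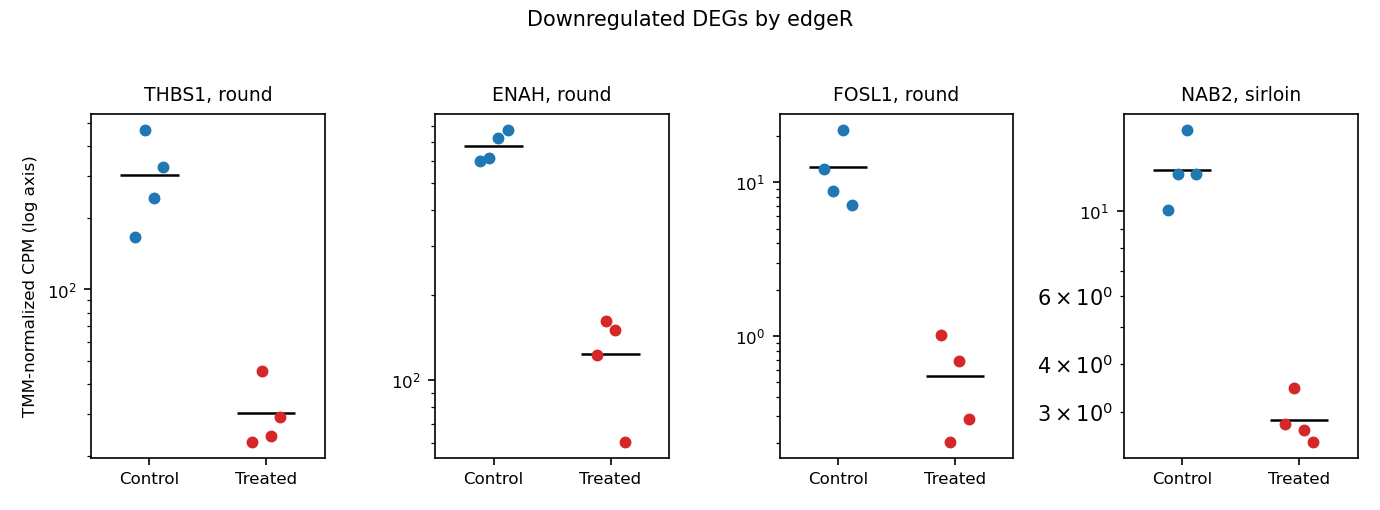
TMM-normalized CPM on a log axis for the genes below the adjusted threshold that fell in treated calves: THBS1, ENAH and FOSL1 in round muscle and NAB2 in sirloin muscle. Each point is 1 calf and each line the mean of 4, and all treated calves sit below all control calves.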

**Table 3:** List of round muscle DEGs with their statistical and fold change information.

Gene_Symbol	Description	logFCe	Adj_P_Value	Expression_Status
TNMD	Tenomodulin	−7.381	6.49e-03	Downregulated
LOC112446708	lncRNA	−7.372	1.56e-02	Downregulated
LOC784052	40 S ribosomal protein S26-like	−6.626	9.04e-08	Downregulated
ARC	Activity regulated cytoskeleton associated protein	−5.421	1.34e-09	Downregulated
LOC101904275	Pseudogene	−5.361	3.90e-04	Downregulated
FOSL1	FOS like 1, AP-1 transcription factor subunit	−4.530	9.79e-14	Downregulated
THBS1	Thrombospondin 1	−3.309	5.46e-15	Downregulated
RUNX1	Runt related transcription factor 1	−3.270	3.82e-05	Downregulated
GIPC2	GIPC PDZ domain containing family member 2	−3.053	5.70e-04	Downregulated
BRD3OS	BRD3 opposite strand, transcript variant X1	−2.976	2.25e-02	Downregulated
SGMS2	Sphingomyelin synthase 2	−2.857	6.37e-07	Downregulated
IPMK	Inositol polyphosphate multikinase	−2.786	1.49e-02	Downregulated
PPARGC1A	PPARG coactivator 1 alpha	−2.733	8.56e-03	Downregulated
ENAH	ENAH, actin regulator	−2.468	1.72e-10	Downregulated
ARL4C	ADP ribosylation factor like GTPase 4 C	−2.445	1.90e-04	Downregulated
DLK2	Delta like non-canonical Notch ligand 2	−2.422	8.56e-03	Downregulated
C15H11orf96	Chromosome 15 open reading frame, human C11orf96	−2.369	8.58e-03	Downregulated
LRRN3	Leucine rich repeat neuronal 3	−2.312	4.23e-02	Downregulated
CD44	CD44 molecule	−2.176	4.20e-03	Downregulated
ASB5	Ankyrin repeat and SOCS box containing 5	−2.089	2.42e-02	Downregulated
TRIB3	Tribbles pseudokinase 3	−2.085	3.32e-02	Downregulated
SPAG1	Sperm associated antigen 1	−1.948	1.10e-03	Downregulated
HSPB8	Heat shock protein family B (small) member 8	−1.942	4.20e-03	Downregulated
PVR	Poliovirus receptor, transcript variant X2	−1.934	1.94e-03	Downregulated
NUDT4	Nudix hydrolase 4	−1.885	4.23e-02	Downregulated
BMP2K	BMP2 inducible kinase	−1.793	3.19e-02	Downregulated
CNN1	Calponin 1	−1.780	2.36e-05	Downregulated
JUND	JunD proto-oncogene	−1.763	4.23e-02	Downregulated
GEM	GTP binding protein overexpressed in skeletal muscle	−1.615	2.70e-02	Downregulated
RNF115	Ring finger protein 115	−1.553	6.56e-05	Downregulated
EMP1	Epithelial membrane protein 1	−1.541	6.30e-04	Downregulated
TIAM2	T cell lymphoma invasion and metastasis 2, transcript variant X1	−1.378	4.20e-03	Downregulated
SLC1A5	Solute carrier family 1 member 5	−1.375	1.90e-04	Downregulated
SERTAD1	SERTA domain containing 1	−1.231	9.45e-03	Downregulated
GNPTAB	N-acetylglucosamine-1-phosphate transferase alpha and beta subunits	−1.176	6.49e-03	Downregulated
SAMD4A	Sterile alpha motif domain containing 4 A	−1.138	4.87e-02	Downregulated
tRNA-Gln	tRNA	−1.085	7.47e-03	Downregulated
tRNA-Met	tRNA	−1.019	4.04e-02	Downregulated
CCNYL1	Cyclin Y like 1, transcript variant X2	−0.905	2.25e-02	Downregulated
ADCY6	Adenylate cyclase 6	1.283	3.64e-05	Upregulated
LOC112446423	lncRNA	3.396	2.92e-02	Upregulated
LOC617141	Cationic amino acid transporter 3-like, transcript variant X3	5.294	6.30e-04	Upregulated
LOC781412	Pseudogene	6.380	2.40e-11	Upregulated

**Table 4:** List of sirloin muscle DEGs with their statistical and fold change information.

Gene_Symbol	Description	logFC	Adj_P_Value	Expression_Status
LOC101904275	Pseudogene	−4.481	4.03e-02	Downregulated
PPARGC1A	PPARG coactivator 1 alpha	−2.912	1.85e-02	Downregulated
NAB2	NGFI-A binding protein 2	−2.166	2.25e-15	Downregulated
NFATC2	Nuclear factor of activated T cells 2, transcript variant X3	−1.839	3.00e-03	Downregulated
SGMS2	Sphingomyelin synthase 2	−1.670	2.24e-02	Downregulated
MAP2K6	Mitogen-activated protein kinase kinase 6	−1.039	3.00e-03	Downregulated
LOC112448022	lncRNA	−0.839	3.19e-02	Downregulated
STX7	Syntaxin 7	−0.736	2.30e-02	Downregulated
PTPN21	Protein tyrosine phosphatase, non-receptor type 21, transcript variant X2	−0.606	4.03e-02	Downregulated
RIPOR3	RIPOR family member 3, transcript variant X3	1.060	4.00e-04	Upregulated
LOC533307	Tubulin beta-7 chain	1.291	4.00e-04	Upregulated
LOC104970902	lncRNA	2.399	3.26e-02	Upregulated
RGS1	Regulator of G protein signaling 1	2.570	4.76e-02	Upregulated
LOC781412	Incharacterized LOC781412	5.290	3.87e-13	Upregulated
CYP4B1	Cytochrome P450, family 4, subfamily B, polypeptide 1	5.725	1.05e-08	Upregulated

Common DEGs between the two tissues include LOC101904275, PPARGC1A, and SGMS2, which were downregulated in both round and sirloin muscles. Additionally, LOC781412 was found to be upregulated in both tissues. 

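LOC781412 (gene ID 781412) was at 0.0354 ± 0.0239 CPM (SD, n = 4) in control and 2.90 ± 2.44 CPM (SD, n = 4) in treated calves in round muscle, a log2 fold change of 6.31 (standard error 0.746, adjusted p-value = 0.0266 by edgeR). In sirloin muscle it was at 0.0552 ± 0.0297 CPM in control and 2.03 ± 0.784 CPM in treated calves, a log2 fold change of 5.21 (standard error 0.551, adjusted p-value = 0.0318 by edgeR). It had at most 4 counts in any control library and at least 69 in any treated library. It was the only gene that edgeR's test called in both muscles, and 4 genes were called in both by DESeq2.
The other 3 common genes did not reach the adjusted threshold in edgeR's test, while DESeq2 called all 3 in both muscles, with adjusted p-values of at most 0.0256. SGMS2 (520954) fell with a log2 fold change of -2.84 (standard error 0.450, adjusted p-value = 0.157 by edgeR) in round muscle and -1.67 (standard error 0.383, adjusted p-value = 0.876 by edgeR) in sirloin muscle, with no overlap of the groups in either. PPARGC1A (338446) had 272 ± 232 CPM in control and 41.5 ± 13.0 CPM in treated calves in round muscle, and 362 ± 327 and 48.6 ± 17.6 CPM in sirloin muscle. Its log2 fold changes were -2.71 (standard error 0.665, adjusted p-value = 0.864 by edgeR) and -2.90 (standard error 0.718, adjusted p-value = 0.876 by edgeR). The lowest control calf, control replicate 2, overlapped the treated calves in both muscles. LOC101904275 (101904275) rested on 2 control calves, with counts of 281 and 417 in round muscle and 285 and 332 in sirloin muscle, while the other control calves had 7 and 4, and 2 and 9. Treated calves had 4 to 6 counts in round and 5 to 9 in sirloin muscle.

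**Figure D3:**
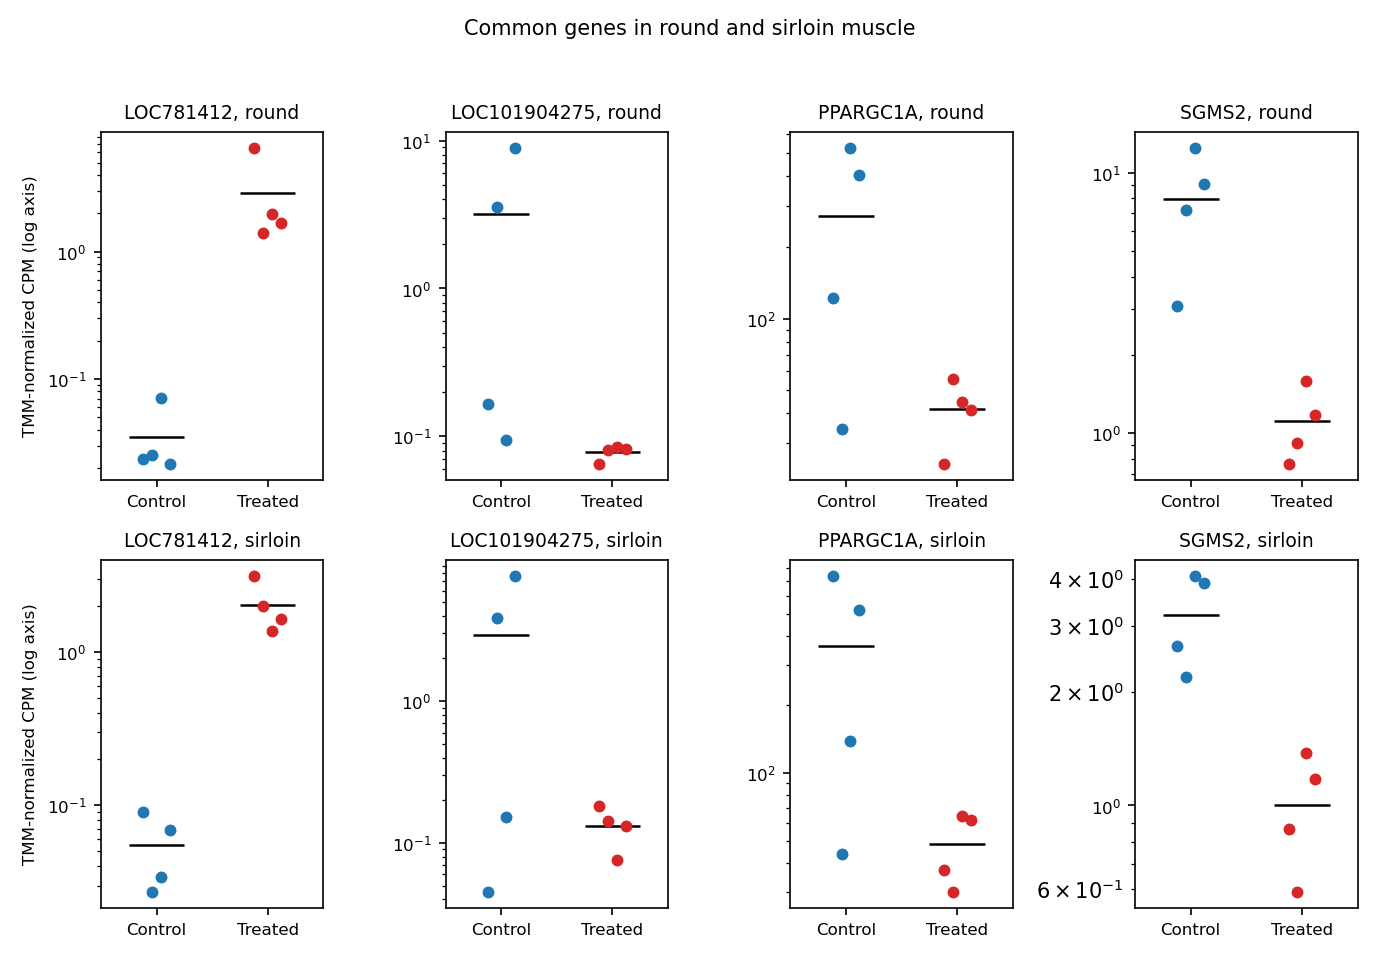
TMM-normalized CPM on a log axis of LOC781412, LOC101904275, PPARGC1A and SGMS2 in round muscle (top) and sirloin muscle (bottom). Each point is 1 calf and each line the mean of 4 calves, and the groups are apart in both muscles for LOC781412 and SGMS2.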

PPARGC1A is involved in adipogenesis and energy homeostasis, while SGMS2 is crucial for lipid metabolism.

In the round muscle, various genes related to myogenesis, adipogenesis, fibrogenesis, and energy homeostasis were significantly downregulated. These include JUND, CNN1, ENAH, TNMD, ASB5, THBS1, PPARGC1A, CD44, GEM, RUNX1, DLK2, and COL11A1. Conversely, genes like ADCY6 were upregulated in the round muscle. Additionally, lncRNAs (LOC104970902 and LOC112446423) and a pseudogene (LOC781412) also showed increased expression. These lncRNAs could be modulating gene expression to optimize muscle growth in response to increased maternal nutrition, potentially affecting meat quality and muscle fiber composition^26^.

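Of the genes that the paper lists here as downregulated, only THBS1 and ENAH reached an adjusted p-value of 0.05 in edgeR's test, although all were lower in treated calves. The log2 fold changes were -1.74 for JUND (standard error 0.434), -1.76 for CNN1 (standard error 0.291), -2.07 for ASB5 (standard error 0.513) and -1.60 for GEM (standard error 0.383). The lowest of their adjusted p-values was that of CNN1, 0.196, and DESeq2 called all 4. TNMD (781292) had counts of 4, 141, 9 and 3 in control replicates 1 to 4 and 0 in all treated calves, at least 41.4-fold lower over the group. Its control mean, 0.540 ± 0.835 CPM, rested on control replicate 2.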

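ADCY6 (gene ID 509936) rose from 57.5 ± 9.25 CPM (SD, n = 4) to 142 ± 21.9 CPM (SD, n = 4) in round muscle, a log2 fold change of 1.3 (standard error 0.224) with no overlap of the groups. Its adjusted p-value was 0.197 by edgeR and 0.000132 by DESeq2. LOC112446423 rose with a log2 fold change of 3.42 (standard error 0.949) in round muscle, where treated replicate 3, with 51 counts, overlapped the control calves, with 3 to 53. LOC104970902 rose with a log2 fold change of 4.1 (standard error 0.970, adjusted p-value = 0.839 by edgeR) in round muscle and 2.38 (standard error 0.578) in sirloin muscle. In round muscle its treated counts were 139, 2394, 537 and 326, so that treated replicate 2 set most of the mean. Without that calf the log2 fold change was 2.53.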

In the sirloin muscle, several genes were also significantly downregulated. Notable among them are NFATC2, CYP4B1, and MAP2K6.

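In sirloin muscle NFATC2 (530401) fell from 5.00 ± 1.21 to 1.40 ± 0.622 CPM (SD, n = 4 each), a log2 fold change of -1.84 (standard error 0.375). MAP2K6 (286883) fell from 43.5 ± 3.24 to 21.1 ± 4.29 CPM, with a log2 fold change of -1.04 (standard error 0.202). Their adjusted p-values were both 0.876 by edgeR, and 0.00301 and 0.00827 by DESeq2. CYP4B1 (540149) was higher in treated calves, at 2.95 ± 1.84 CPM against 0.0510 ± 0.0651 CPM in control calves. Its log2 fold change was 5.64 (standard error 0.920, adjusted p-value = 0.578 by edgeR), and the counts were 0, 10, 4 and 0 in control and 215, 64, 312 and 99 in treated calves. The groups did not overlap in any of these genes.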

### Gene ontology (GO) enrichment analysis

Our study conducted GO analysis on DEGs in the round and sirloin muscles of neonatal Hanwoo calves to explore the effects of maternal overnutrition on muscle development genes. Initially, DEGs were meticulously selected based on an adjusted p-value < 0.05, yielding 43 DEGs for round muscle and 15 DEGs for sirloin muscle. To gain a deeper insight into the biological implications of these DEGs, we expanded our analysis by adopting a less stringent approach, considering DEGs significant at an adjusted p-value < 0.2. This criterion has been applied in some studies to interpret the biological functions of DEGs^12^. Expanding the criteria helps to capture broader biological meanings, especially when initial stringent criteria may overlook significant pathways and processes. This expanded analysis significantly increases the number of DEGs significantely (in total of 90 for round and 30 for sirloin), enabling a more detailed GO analysis across biological processes, molecular functions, and cellular components (Table S2).

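At an adjusted p-value under 0.2, edgeR's test gave 10 genes in round muscle, 2 higher and 8 lower in treated calves, and the same 2 genes as at 0.05 in sirloin muscle. DESeq2 gave 91 and 34 genes at this threshold, and limma-voom 13 and 2.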

In both round and sirloin muscle tissues, maternal overnutrition significantly impacted biological processes, molecular functions, and cellular components linked to myogenesis, adipogenesis, and energy regulation. In the round muscle, the most relevant biological process GO terms were “biological regulation” (GO:0065007), “cellular process” (GO:0009987), “regulation of biological process” (GO:0050789), “regulation of cellular process” (GO:0050794), and “response to stimulus” (GO:0050896). These terms were associated with key genes such as PPARGC1A, THBS1, FOSL1, RUNX1, CD44, and SGMS2, which were notably downregulated. Similarly, the significant molecular function GO terms included “binding” (GO:0005488), “protein binding” (GO:0005515), “small molecule binding” (GO:0036094), “ion binding” (GO:0043167), and “organic cyclic compound binding” (GO:0097159). These molecular function terms were linked to key downregulated genes like PPARGC1A, THBS1, FOSL1, RUNX1, CD44, and SGMS2, while upregulated genes such as ADCY6, CCNB2, and TELO2 were also highlighted. 

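CCNB2 (281668) had 0 counts in all 4 control round libraries and 9 to 16 counts in the treated ones, at least 14.4-fold higher over the group at this depth. Its adjusted p-value was 0.618 by edgeR and 0.0387 by DESeq2. TELO2 (526097) had 9.69 ± 1.49 CPM (SD, n = 4) in control and 16.9 ± 2.69 CPM (SD, n = 4) in treated calves, a log2 fold change of 0.81 (standard error 0.236). Its adjusted p-value was 0.864 by edgeR and 0.229 by DESeq2.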

For cellular components, significant GO terms included “cellular anatomical entity” (GO:0110165), “intracellular anatomical structure” (GO:0005622), “organelle” (GO:0043226), “cytoplasm” (GO:0005737), and “cell periphery” (GO:0071944). 

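In round muscle CYP4B1 had counts of 0, 2, 0 and 0 in control calves and 177, 137, 466 and 0 in treated calves, so that treated replicate 4 did not share the rise (adjusted p-value = 0.361 by edgeR, 0.0695 by DESeq2). ME2 (507817) rose from 36.4 ± 12.9 to 84.3 ± 26.5 CPM (SD, n = 4 each) without overlap of the groups, a log2 fold change of 1.21 (standard error 0.307). By DESeq2 its adjusted p-value was 0.137.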

Key upregulated genes were ADCY6, CYP4B1, ME2, while downregulated genes included THBS1, FOSL1, SGMS2, RUNX1, and CD44 (Fig. 3; Table S2).

**Fig. 3:**
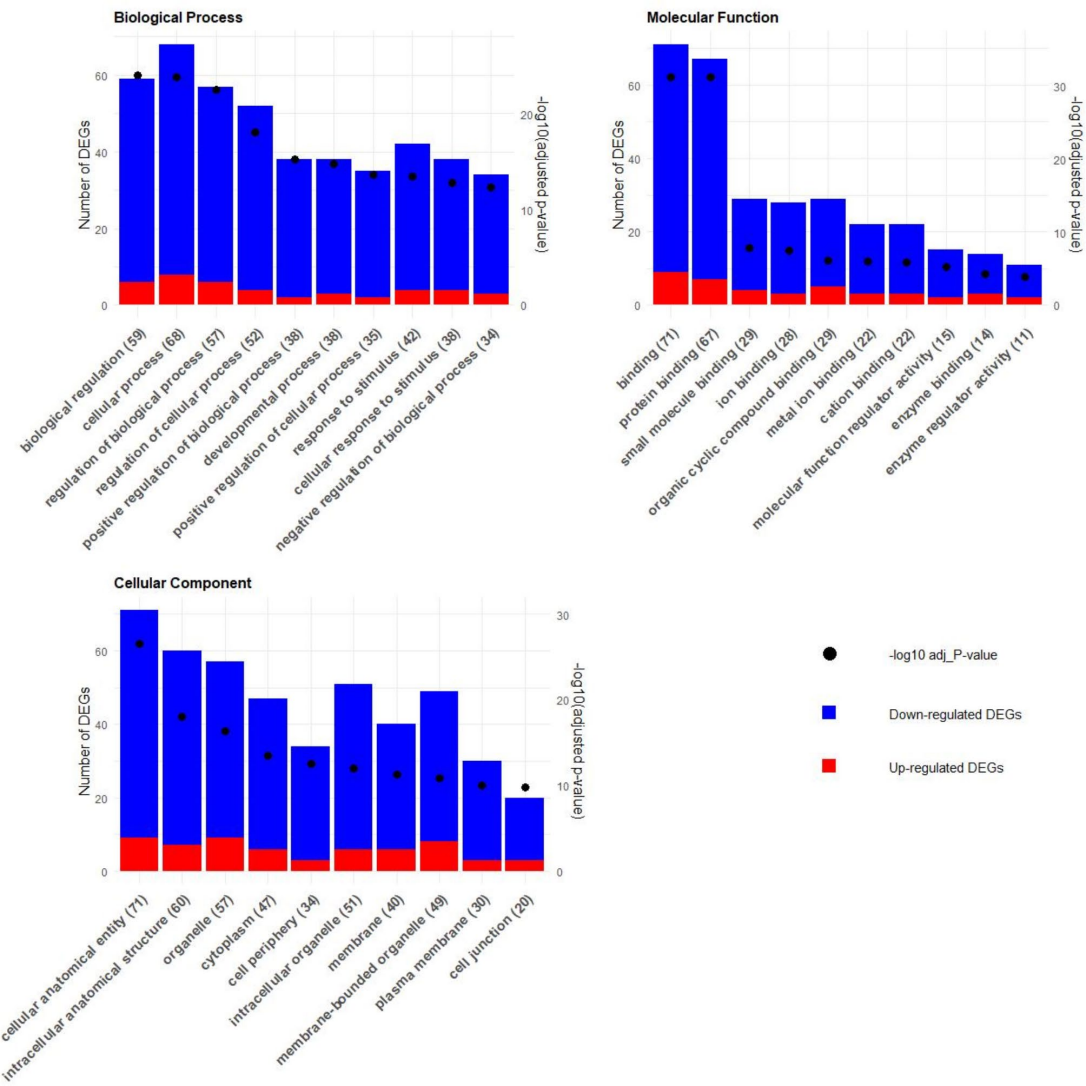
GO enrichment analysis for round muscle tissue: This figure displays the GO enrichment analysis results, highlighting the top 10 terms across biological processes, molecular functions, and cellular components. The Y-axis shows the number of DEGs, with blue and red bars indicating downregulated and upregulated DEGs for each term, respectively. The X-axis lists the top 10 terms. The opposite Y-axis depicts the -log10 of the adjusted p-value for each term, represented by dots.

In the sirloin muscle, maternal overnutrition also significantly impacted similar biological processes. The most significant biological process GO terms included “anatomical structure development” (GO:0048856), “multicellular organismal process” (GO:0032501), “developmental process” (GO:0032502), “cellular process” (GO:0009987), and “cell differentiation” (GO:0030154). These terms were associated to crucial genes such as PPARGC1A, NAB2, ENAH, NFATC2, SGMS2, and KLF5, which were significantly downregulated, and MMP2, which was upregulated. 

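In sirloin muscle KLF5 (535702) had a log2 fold change of -1.01 (standard error 0.266, adjusted p-value = 0.121 by DESeq2) and MMP2 (282872) of 0.80 (standard error 0.206, adjusted p-value = 0.244 by DESeq2), each without overlap of the groups. ENAH had 217 ± 208 CPM (SD, n = 4) in control and 52.9 ± 14.8 CPM (SD, n = 4) in treated calves, a log2 fold change of -2.04 (standard error 0.572, adjusted p-value = 0.136 by DESeq2). Control replicate 1 raised the control mean of ENAH, and without it the log2 fold change was -1.15. None of the 3 passed the threshold in edgeR's test, which left an adjusted p-value of 0.876.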

For molecular function, the significant GO terms were “binding” (GO:0005488), “protein binding” (GO:0005515), and “molecular adaptor activity” (GO:0060090). These terms were associated with key downregulated genes such as PPARGC1A, NAB2, and ENAH. 

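RIPOR3 (516658) rose from 7.17 ± 1.05 to 14.9 ± 1.56 CPM (SD, n = 4 each) in sirloin muscle, a log2 fold change of 1.06 (standard error 0.211). Every treated calf was above every control calf, and the log2 fold change stayed between 0.99 and 1.15 with any calf left out. The adjusted p-value was 0.00209 by DESeq2, while edgeR's test did not call the gene (unadjusted p-value 0.000415).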

Upregulated genes like MMP2 and RIPOR3 were also significantly enriched in these terms. In terms of cellular component, the top GO terms affected were “cytoplasm” (GO:0005737), “organelle” (GO:0043226), and “intracellular anatomical structure” (GO:0005622). These terms involved crucial genes such as PPARGC1A, ENAH, NFATC2, SGMS2, and KCNB1. 

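SHISA5 (616861) rose from 7.37 ± 1.18 to 17.2 ± 6.44 CPM (SD, n = 4 each) in sirloin muscle, a log2 fold change of 1.22 (standard error 0.286, adjusted p-value = 0.0849 by DESeq2). The groups did not overlap, and the gene was not called by edgeR.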

Upregulated genes like MMP2 and SHISA5 also played significant roles (Fig. 4; Table S2).

**Fig. 4:**
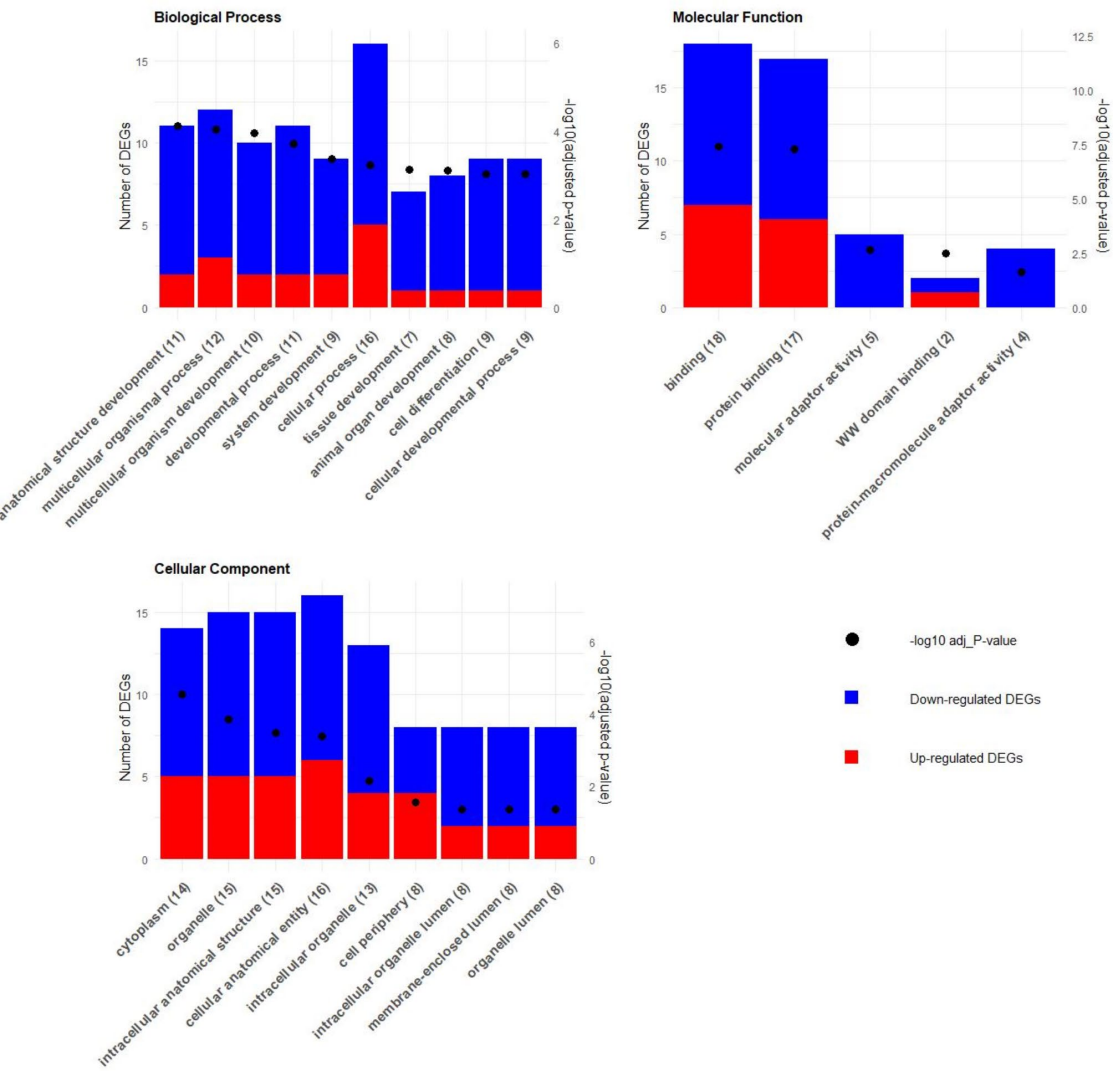
GO enrichment analysis for sirloin muscle tissue: This figure displays the GO enrichment analysis results, highlighting the top 10 terms across biological processes, molecular functions, and cellular components. The Y-axis shows the number of DEGs, with blue and red bars indicating downregulated and upregulated DEGs for each term, respectively. The X-axis lists the top 10 terms. The opposite Y-axis depicts the -log10 of the adjusted p-value for each term, represented by dots.

Across both muscle tissues, maternal overnutrition had a profound effect on key genes and biological processes, particularly those associated with myogenesis, adipogenesis, and energy regulation. Genes such as PPARGC1A and SGMS2 were consistently impacted, highlighting their importance energy metabolism and muscle development.

### KEGG pathway enrichment analysis

KEGG pathways analysis was conducted to explore the roles of genes with altered expression in the round and sirloin muscles of neonatal Hanwoo calves. Similar to the GO analysis, adopting a broader criterion (adjusted p-value < 0.2) allowed us to identify some pathways, in the round and the sirloin muscles (Table S3). Figure 5 illustrates the top 10 KEGG pathways for round and sirloin muscles of Hanwoo neonatal calves.

**Fig. 5:**
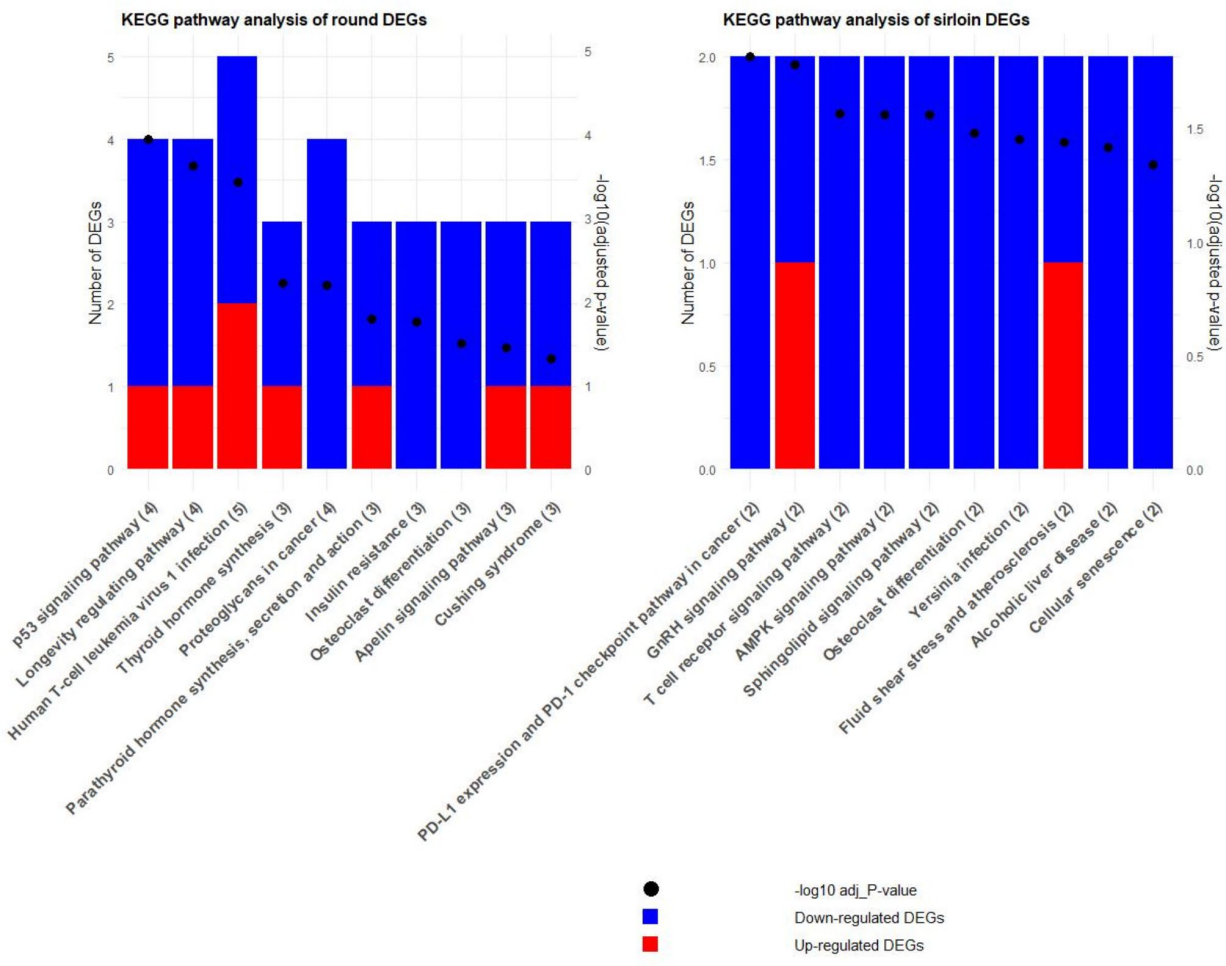
KEGG pathway analysis for round and sirloin muscle tissues: This figure displays the KEGG pathways analysis results, highlighting the top 10 terms. The Y-axis shows the number of DEGs, with blue and red bars indicating downregulated and upregulated DEGs for each term, respectively. The X-axis lists the top 10 terms. The opposite Y-axis depicts the -log10 of the adjusted p-value for each term, represented by dots.

In the round muscle tissue of neonatal Hanwoo calves, maternal overnutrition significantly impacted pathways associated with myogenesis, adipogenesis, and energy regulation. The most relevant KEGG pathways include “p53 signaling pathway” (KEGG:04115), “Longevity regulating pathway” (KEGG:04211), “Human T-cell leukemia virus 1 infection” (KEGG:05166), “Thyroid hormone synthesis” (KEGG:04918), and “Proteoglycans in cancer” (KEGG:05205). These pathways involved key upregulated genes such as ADCY6 and CCNB2, and downregulated genes like PPARGC1A, CREB5, THBS1, and CD44, which play crucial roles in muscle development and metabolic processes. Additionally, pathways such as “Insulin resistance” (KEGG:04931) and “Apelin signaling pathway” (KEGG:04371) were significantly enriched, highlighting the complex regulatory response to maternal overnutrition in muscle tissues (Fig. 5; Table S3).

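CREB5 (534129) fell from 50.9 ± 20.5 to 17.6 ± 8.90 CPM (SD, n = 4 each) in round muscle, a log2 fold change of -1.53 (standard error 0.377) without overlap of the groups. Its adjusted p-value was 0.864 by edgeR and 0.0630 by DESeq2.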

In the sirloin muscle tissue, maternal overnutrition also notably influenced pathways related to myogenesis, adipogenesis, and energy regulation. The most significant KEGG pathways were “PD-L1 expression and PD-1 checkpoint pathway in cancer” (KEGG:05235), “GnRH signaling pathway” (KEGG:04912), “T cell receptor signaling pathway” (KEGG:04660), “Sphingolipid signaling pathway” (KEGG:04071), and “AMPK signaling pathway” (KEGG:04152). These pathways were associated with key downregulated genes such as NFATC2, PPARGC1A, and MAP2K6. Upregulated genes like MMP2 were also significantly enriched in these terms, indicating their role in muscle development and metabolic processes (Fig. 5; Table S3). It is important to note that the number of genes included in these pathways was relatively small, which may limit the comprehensiveness of the pathway analysis.

### Protein-protein interaction (PPI) analysis of round and sirloin muscle tissues

In the round muscle tissue of neonatal Hanwoo calves subjected to maternal overnutrition, the PPI network revealed a significantly enriched interaction landscape (PPI enrichment p-value: 5.24e-13), indicating strong interconnectedness among the DEGs. Key downregulated genes such as PPARGC1A, THBS1, FOSL1, RUNX1, and CD44, played central roles in the network (Fig. 6), interacting with multiple other genes involved in myogenesis and adipogenesis. Notably, the upregulated gene ADCY6 also formed crucial interactions, suggesting a compensatory mechanism in response to overnutrition. The network statistics highlighted 45 nodes and 56 edges, with an average node degree of 2.49 and a local clustering coefficient of 0.46, demonstrating the complexity and significance of these interactions in muscle tissue development and energy regulation.

**Fig. 6:**
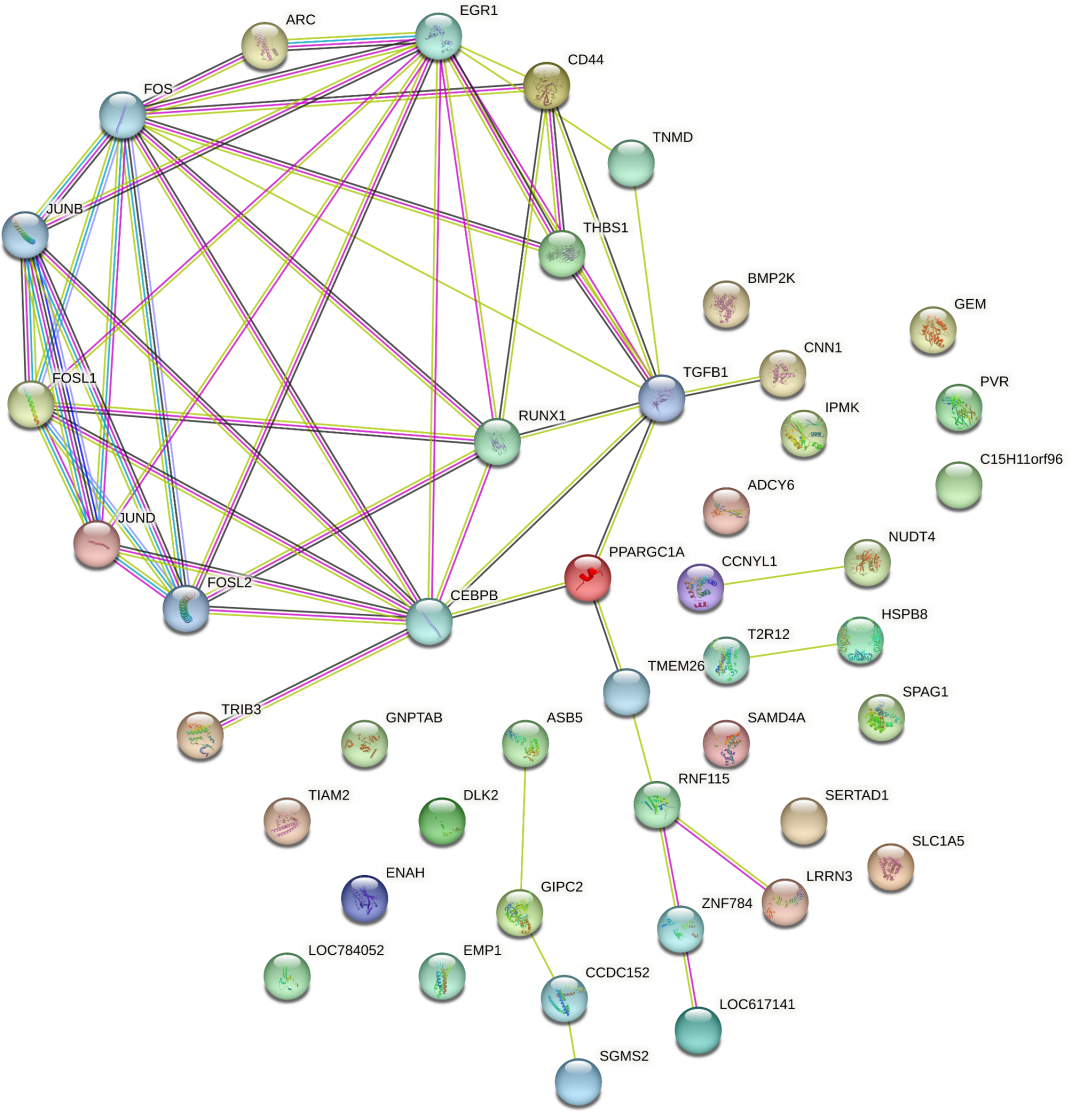
Protein-Protein Interaction (PPI) Network for Round Muscle DEGs. This figure depicts the PPI network of differentially expressed genes (DEGs) in the round muscle tissue of neonatal Hanwoo calves subjected to maternal overnutrition. The network consists of 45 nodes and 56 edges, highlighting significant interactions (PPI enrichment p-value: 5.24e-13).

In contrast, the sirloin muscle tissue displayed a less interconnected PPI network (PPI enrichment p-value: 0.176), suggesting fewer significant interactions among the DEGs. Key downregulated genes such as PPARGC1A, NFATC2, and MAP2K6 were central in this network, while the upregulated gene like RIPOR3 showed notable interactions (Fig. 7), emphasizing their roles in muscle and metabolic processes. This network consisted of 21 nodes and 14 edges, with an average node degree of 1.33 and a local clustering coefficient of 0.595. These results reflect the differential impact of maternal overnutrition on muscle tissues, highlighting a more pronounced interaction network in round muscle compared to sirloin muscle.

**Fig. 7:**
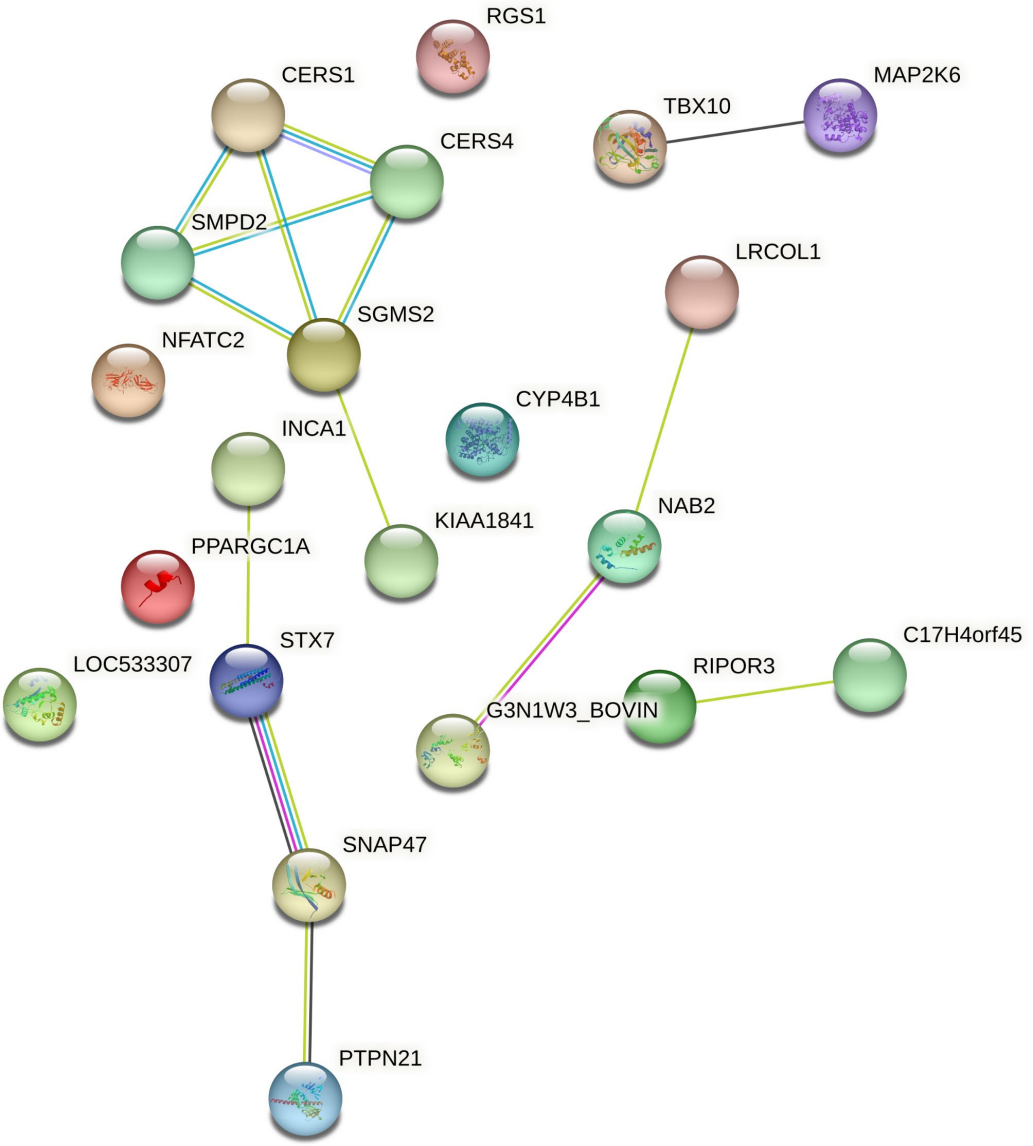
Protein-Protein Interaction (PPI) Network for Sirloin Muscle DEGs. This figure illustrates the PPI network of DEGs in the sirloin muscle tissue of neonatal Hanwoo calves exposed to maternal overnutrition. The network includes 21 nodes and 14 edges, with fewer significant interactions (PPI enrichment p-value: 0.176).

### Random forest analysis

The random forest analysis on the 54 DEGs from the round and sirloin muscle tissues of neonatal Hanwoo calves identified the top 10 genes crucial for distinguishing between different groups based on their expression patterns. The analysis highlighted ARC, SLC1A5, GNPTAB, SAMD4A, CCNYL1, FOSL1, ENAH, RIPOR3, TNMD, and GEM as the most important genes, ranked by their Mean Decrease in Accuracy (Fig. 8). This metric indicates the significance of each gene in maintaining the model’s accuracy, with higher values reflecting greater importance. ARC, SLC1A5, GNPTAB, SAMD4A, CCNYL1, FOSL1, and ENAH, showed the highest importance scores. This methodological approach helps identify genes that may play a role in differentiating the effects of overnutrition, offering preliminary insights into potential molecular pathways involved in fetal muscle development in response to maternal dietary conditions.

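A random forest of 500 trees was trained on the log2 CPM of 52 matched genes of Tables 3 and 4 in all 16 libraries, with the square root of the number of genes tried at each split. The out-of-bag error was 0% (0 of 16 libraries wrong, exact Clopper-Pearson 95% upper limit 20.6%), and over 10 other random seeds it was between 0% and 12.5%. These genes were chosen on the same libraries, and both muscles of a calf were in the set, so the upper limit does not hold for new calves. When the genes were chosen again without the held-out calf, 6 of 16 libraries (37.5%) were assigned to the wrong diet. The genes with the largest mean decrease in accuracy were RIPOR3, STX7, NAB2, LOC781412 and SGMS2. ARC was at rank 8, GNPTAB at 22, ENAH at 23, SAMD4A at 24, SLC1A5 at 27, FOSL1 at 34 and CCNYL1 at 48. Over the 10 other seeds their ranks were 9 to 20, 16 to 51.5, 24 to 50, 12 to 21, 31 to 52, 37 to 51 and 17 to 51, and that of RIPOR3 was 1 to 4. TNMD and GEM, also among the paper's leading genes, were at ranks 50 and 31, and at 36.5 to 51 and 19 to 49 over the 10 other seeds. In the 8 round libraries alone LOC781412 was at rank 1, ARC at 4, TNMD at 6.5, STX7 at 16.5, GEM at 21, NAB2 at 22.5, RIPOR3 at 30 and SGMS2 at 35.5.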

**Fig. 8:**
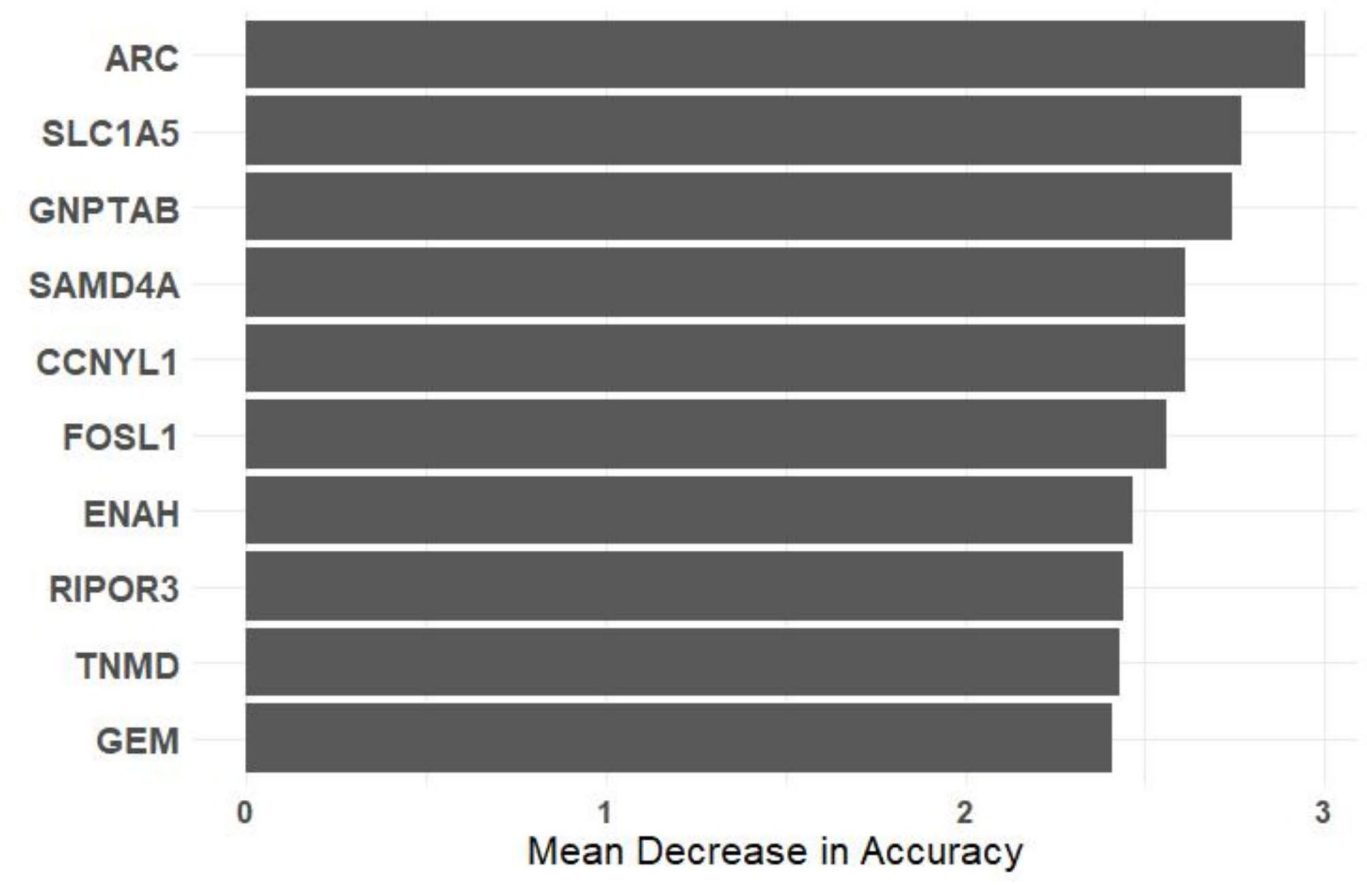
Top 10 genes from random forest classification. This figure displays the genes identified by Random Forest classification as the most important based on their impact on model accuracy. The y-axis lists the gene names, and the x-axis shows the mean decrease in accuracy (MDA) associated with each gene.

### The validation of RNA-seq data by qPCR (quantitative polymerase chain reaction)

To validate the alignment of mRNA expression levels with RNA sequencing data, we employed qPCR to quantify mRNA concentrations of selected DEGs. Six DEGs were chosen based on their significant differential expression, with four from the round muscle and two from the sirloin muscle. The qPCR results indicated that in the round muscle, PPARGC1A, THBS1, FOSL1, and CNN1 expression levels were significantly lower in the treated group compared to the control group (Fig. 9A, left panel). Conversely, in the sirloin muscle, LOC104970902 expression levels were significantly higher, while SGMS2 expression levels were significantly lower in treated calves compared to controls (Fig. 9A, right panel). The RNA-seq analysis showed consistent mRNA expression levels (Fig. 9B). This consistency between the two methods confirms the reliability and robustness of our sequencing data.

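In rebuilt FPKM, round muscle had 36.1 ± 30.0 in control and 6.11 ± 2.24 in treated calves (SD, n = 4 each) for PPARGC1A, and 49.2 ± 26.8 and 5.01 ± 1.92 for THBS1. FOSL1 had 5.6 ± 2.72 FPKM in control and 0.248 ± 0.178 FPKM in treated calves, and CNN1 25.4 ± 1.65 and 7.84 ± 3.25 FPKM. In sirloin muscle LOC104970902 had 1.28 ± 0.522 FPKM in control and 8.11 ± 6.91 FPKM in treated calves. SGMS2 had 0.366 ± 0.0731 FPKM in control and 0.135 ± 0.0581 FPKM in treated calves in sirloin muscle, and 1.06 ± 0.468 and 0.13 ± 0.0498 FPKM in round muscle.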

**Fig. 9:**
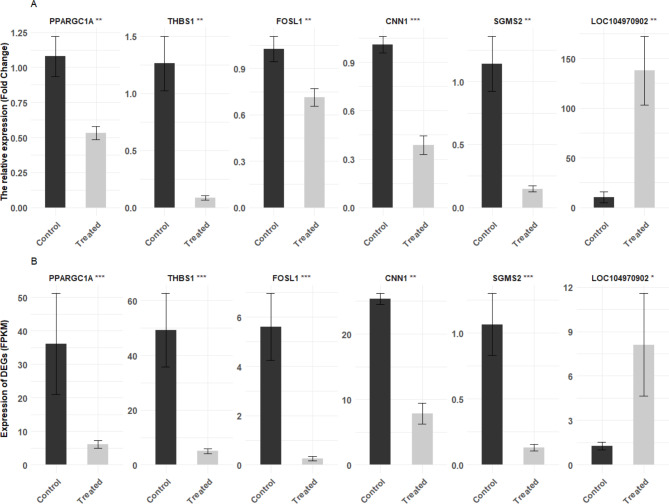
Validation of RNA-Seq data using qPCR. (**A**) Shows the validation of six DEGs by qPCR, with fold changes in expression shown separately for round muscle (PPARGC1A, THBS1, FOSL1, CNN1; left panel) and sirloin muscle (SGMS2, LOC104970902; right panel). (**B**) Depicts FPKM values from RNA-Seq for the same six DEGs in round and sirloin muscles of neonatal calves. The y-axis indicates fold change for qPCR and gene expression level (FPKM) for RNA-Seq, while the x-axis lists the groups compared. Above the bars, gene names and their respective p-value symbols from qPCR results are displayed in (A): *** (*p* < 0.001), ** (*p* < 0.01), * (*p* < 0.05). In (**B**), gene names and their respective adjusted p-value symbols from RNA-Seq results are displayed: *** (adj *p* < 0.001), ** (adj *p* < 0.01), * (adj *p* < 0.05).

## Discussions

Muscle development, an important economic trait, is influenced by genetic and environmental factors. Maternal nutrition during pregnancy significantly impacts the offspring growth, productivity, and health^9,27,28^. This study examines the impact of maternal overnutrition during mid-to-late pregnancy on gene expression in the round and sirloin muscles of neonatal Hanwoo calves. Through RNA-seq and qPCR, we identified significant changes in genes related to myogenesis, adipogenesis, and energy metabolism, expanding upon previous research on maternal nutrition and fetal development.

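Across the 20576 genes tested in both muscles, the log2 fold changes of the round and sirloin muscles had a Pearson's r of 0.0921 and a Spearman's rho of 0.233. Genes are not independent replicates, and no p-value was attached. The value depended most on genes with few counts: over the 14499 genes that pass edgeR's filterByExpr filter in both muscles, r was 0.389 and rho 0.364. With each calf left out, r was 0.0842 to 0.223, the highest without control replicate 2.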

Our results revealed both common and unique patterns of gene expression associated with muscle development and energy homeostasis in the round and sirloin muscles of neonatal calves. Gene expression in both muscle types predominantly showed downregulation. 

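Among the genes with an unadjusted p-value under 0.05, 43.6% were higher in treated calves in round muscle and 58.7% in sirloin muscle by edgeR. The shares were 37.4% and 52.1% by DESeq2, 37.5% and 49.7% by limma-voom, and 33.8% and 54.1% by edgeR with the filterByExpr filter. By limma on rebuilt FPKM, which was added after the data were seen, they were 63.3% and 94.8% on log2(FPKM + 1). On log2(FPKM + 0.1) they were 58.9% and 92.5%. These FPKM fits used no TMM factors, which were 0.854 to 1.02 in control and 0.995 to 1.13 in treated sirloin libraries. FPKM without these factors therefore leans toward treated calves in sirloin muscle, and the FPKM shares do not decide the direction. In sirloin muscle edgeR's share fell to 42.3% without treated replicate 4 (284 higher and 387 lower) and to 49.3% without control replicate 3.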

Common DEGs, such as LOC101904275, PPARGC1A, and SGMS2, were downregulated in both the round and sirloin muscles, suggesting these genes have universal roles in muscle development and energy regulation across muscle types. Additionally, LOC781412 was found to be upregulated in both tissues, indicating a shared response to maternal overnutrition. However, we also observed muscle-specific differences. 

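The difference between the muscles was tested as the interaction of diet and muscle over 22877 genes in all 16 libraries. edgeR's quasi-likelihood test called 0 genes at an adjusted p-value of 0.05, with 637 at an unadjusted p-value under 0.05, and DESeq2 also called 0, with 290. With calf as a block, 1 gene passed, AMBP, with 865 at an unadjusted p-value under 0.05.
RUNX1 (529631) fell from 15.3 ± 7.37 to 1.62 ± 1.68 CPM (SD, n = 4 each) in round muscle, a log2 fold change of -3.23 (standard error 0.617, adjusted p-value = 0.361 by edgeR). In sirloin muscle it fell with a log2 fold change of -1.78 (standard error 0.817), where control replicate 1, with 612 counts, stood far above the other control calves, with 73 to 98. The difference between its effects in the muscles was -1.49 (standard error 1.08, unadjusted p-value 0.184 by edgeR, and -2.37 with 0.000788 with calf as a block, where its adjusted p-value over all genes was 1). CD44 (281057) fell with a log2 fold change of -2.16 (standard error 0.475, adjusted p-value = 0.618 by edgeR) in round muscle, where control replicate 2 had 4849 counts and the other control calves 789 to 898. In sirloin muscle its log2 fold change was -0.60 (standard error 0.285). The difference for CD44 was -1.59, with an unadjusted p-value of 0.0124, or 0.0573 when adjusted over the genes named here and not below the threshold over all genes. Adjusted over the named genes, 9 were below 0.05 by edgeR: the 5 of smallest p-value, which were named for it, and THBS1 (-3.06, standard error 0.936, 0.0411), TRIB3 (-3.02, standard error 0.922, 0.0411), RNF115 (-1.14, standard error 0.362, 0.0468) and NAB2 (1.1, standard error 0.355, 0.0468). The log2 fold change of THBS1 was -3.30 in round and -0.27 in sirloin muscle, and that of TRIB3 -2.07 and 0.90. These 4 had been chosen from Tables 3 and 4 on the same libraries, so this is not independent evidence. With calf as a block, which pairs the muscles, 12 named genes were below 0.05 on the same adjustment by edgeR. They include RUNX1 (0.0128), RNF115 (0.0148), NAB2 (0.0218), SLC1A5 (0.0306) and TRIB3 (0.0471), and not THBS1 (0.0542) or CD44 (0.0503).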

Genes like RUNX1 and CD44 were downregulated in the round muscle but not in the sirloin, highlighting the distinct functional roles and metabolic demands of each muscle. The round muscles, such as the *Semimembranosus* and *Biceps femoris*, are primarily composed of oxidative type I fibers that are adapted for sustained activities, indicating a different nutritional requirement and adaptive response compared to the sirloin muscles like the *Gluteus medius* and *Psoas major*, which contain more glycolytic type II fibers suited for rapid, powerful movements. These fiber type differences likely contribute to the distinct gene expression patterns observed in response to maternal overnutrition, impacting myogenesis and muscle development differently in each muscle type^29^. The specific nutritional needs of each muscle type, particularly in response to maternal energy and protein intake, could be crucial for optimizing calf growth and potentially enhancing body weight through tailored nutritional strategies^12,30^. Understanding these muscle-specific responses is essential for developing interventions that support healthy muscle development and metabolic function in offspring, especially in livestock where muscle composition directly affects meat quality and economic value. The heterogeneity of skeletal muscles and their variable response to stimuli, including susceptibility to atrophy or hypertrophy^30^, further underline the importance of understanding muscle biology in response to environmental and genetic factors.

While maternal undernutrition has been extensively studied, the effects of overnutrition remain less understood. However, both nutritional extremes can influence fetal programming, potentially altering muscle development and meat quality^31^. Previous studies have indicated that maternal nutrition can significantly influence the developmental programming of offspring, affecting muscle development^30^and metabolic health^16,32^. Our study adds to this knowledge by specifically examining the impact of maternal overnutrition on the transcriptome profile of round and sirloin muscles in Hanwoo neonatal calves. Although direct research on maternal overnutrition’s effects on neonatal calf muscle development is limited, our findings align with broader studies on maternal nutrition’s impact on muscle development. For example, pre- and post-parturition nutritional adjustments, including protein and energy supplementation, have been shown to downregulate genes linked to muscle development and differentiation in sirloin muscle of calves^12^.

Studies have found that maternal protein or fat supplementation during mid-gestation in cattle and sheep can enhance offspring muscle development and metabolic responses, highlighting the nuanced roles of specific nutrients during critical developmental windows^33,34^. Maternal supplementation during mid-gestation increased mRNA expression of genes like FGF2 and PPARα in skeletal muscle but did not affect myofiber numbers^18^. High maternal nutrition during mid-gestation increased Preadipocyte Factor-1 (PREF-1) but did not significantly change other adipogenesis and myogenesis genes^11^. In addition, maternal protein led to the differential expression of 310 genes, with a notable upregulation in genes linked to insulin signaling and apoptosis^15^.

Maternal nutrition significantly influences fetal skeletal muscle development by affecting mesenchymal stem cell differentiation into myocytes, adipocytes, and fibroblasts, which are essential for muscle mass, marbling, and collagen deposition^16,30,31^. This study explores whether the DEGs observed in the round and sirloin muscles of neonatal calves, as a result of maternal overnutrition, are associated with myogenesis, adipogenesis, fibrogenesis and energy metabolism.

Our analysis revealed significant downregulation of key myogenesis-related genes, such as JUND, CNN1, ENAH, and RUNX1 in the round muscle, and NFATC2 in the sirloin muscle. The downregulation of these genes suggests that maternal overnutrition may impair myogenesis by disrupting the molecular pathways necessary for muscle fiber development and differentiation. 

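Of the 17 tested genes in a list of 18 myogenic regulators, which holds no gene of Tables 3 and 4, 9 were higher and 8 lower in treated calves in round muscle. limma's camera test gave no shift of the list in round muscle (adjusted p-value = 0.513, mean log2 fold change 0.06) or in sirloin muscle, where 5 of 17 were higher (adjusted p-value = 0.166, mean log2 fold change -0.13). The list also holds DES, NCAM1, CDH15 and MSTN, which need not move with the others. The test therefore does not decide whether myogenesis was impaired. From the lower expression of JUND, CNN1, ENAH and RUNX1 in round muscle and of NFATC2 in sirloin muscle in treated calves, the paper proposes that maternal overnutrition may impair myogenesis by disturbing pathways needed for muscle fiber development and differentiation.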

GO analysis highlighted terms like ‘biological regulation’, ‘cellular process’, ‘regulation of biological process’, ‘regulation of cellular process’, and ‘response to stimulus’, underscoring these genes’ roles in muscle development. For instance, JUND’s contribution to bovine muscle tissue development^35^and CNN1 stabilizes the actin cytoskeleton and regulates muscle contractility^36^. It is significantly upregulated in intramuscular fat, indicating its role in marbling^37^, and is linked to meat quality traits in Nelore cattle^38^and feed efficiency^39^. Our observed downregulation aligns with decreased CNN1 expression due to maternal feed restriction^40^. ENAH has a role in controlling cell motility and adhesion through cytoskeletal regulation^41^. RUNX1 influences muscle tissue development and repair processes^42,43^. NFATC2 is activated in newly formed myotubes and plays a role in their growth by regulating the addition of myonuclei and increasing the size of myotubes^44,45^. Moreover, KEGG pathway analysis identified pathways related to muscle development and metabolic processes, such as the “p53 signaling pathway” and “Longevity regulating pathway” in the round muscle, and the “GnRH signaling pathway” and “T cell receptor signaling pathway” in the sirloin muscle. These pathways involve key genes like PPARGC1A, THBS1, FOSL1, RUNX1, CD44, and SGMS2, suggesting that altered expression of these genes may impair muscle growth and increase susceptibility to metabolic dysregulation. PPI network analysis highlighted the interconnected roles of these genes. In round muscle, key downregulated genes like PPARGC1A, THBS1, FOSL1, RUNX1, and CD44 played central roles by interacting with genes involved in myogenesis. potentially contributing to reduced muscle development. Notably, the upregulated gene ADCY6 also formed crucial interactions, suggesting a compensatory mechanism in response to overnutrition. ADCY6 encodes adenylate cyclase 6, which converts ATP to cyclic AMP (cAMP), activating protein kinase A (PKA) and enhancing glucose production and lipid metabolism to meet increased energy demands^46^. The upregulation of ADCY6 might indicate an adaptive response to increased energy requirements, possibly as a compensatory mechanism for impaired myogenesis.

Likewise, an upregulation of lncRNAs such as LOC104970902 (sirloin), LOC112446423 (round), and the pseudogene LOC781412 (round and sirloin) were observed. These lncRNAs may modulate gene expression to optimize muscle growth in response to increased maternal nutrition, potentially affecting meat quality and muscle fiber composition^26^. Furthermore, GO analysis showed mostly downregulation in the protein binding term of molecular function. This suggests potential changes in muscle integrity and function, reflecting reduced protein interaction dynamics. Such changes could indicate altered muscle protein turnover, which is critical for maintaining myo-fiber size and function. Protein turnover is critical for myo-fiber size and function, as the balance between protein biosynthesis and degradation is crucial for muscle cell size and functionality^47^. Collectively, these findings suggest that maternal overnutrition has differential effects on genes related to muscle development or myogenesis in the round and sirloin muscles of neonatal calves. As previously reported, maternal overnutrition does not significantly affect muscle fiber numbers^18^. These results align with studies indicating that late pregnancy nutritional supplementation may not significantly enhance myogenesis in fetal skeletal muscle^3^.

In the context of adipogenesis, our analysis revealed a downregulation in several key genes such as TNMD, ASB5, THBS1, PPARGC1A, CD44, and GEM in the round muscle, and CYP4B1 and MAP2K6 in the sirloin muscle. 

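A list of 21 adipogenesis genes outside Tables 3 and 4 showed no shift in round muscle by limma's camera test (adjusted p-value = 0.413). There 14 of 21 genes were higher in treated calves, the median log2 fold change was 0.20 and the mean -0.15, so that the test and the mean differ in sign. In sirloin muscle 17 of 21 genes were higher in treated calves (adjusted p-value = 0.0116 by camera, mean log2 fold change 0.80). That shift rested on the sirloin library of treated replicate 4, which had the highest value of 16 of the 21 genes, and without it camera's adjusted p-value was 0.247 and the direction reversed. Without control replicate 2 it was 0.111. No list was called by limma's fry test or by camera with an estimated correlation.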

TNMD is downregulated in bovine muscle under higher mineral concentrations, indicating its sensitivity to nutrient levels and mineral homeostasis^48^. It is also induced early in adipocyte differentiation, playing a crucial role in adipogenesis and muscle development, regulated by adipogenic transcription factors such as C/EBPα and PPARγ^49^. ASB5 has been identified as a gene that significantly influences adipogenesis and, by extension, beef quality^50^. Similarly, THBS1 plays a critical role in regulating intramuscular fat deposition post-castration^51^, which not only affects the water holding capacity of meat^52^but also its overall quality in beef cattle. PPARGC1A, downregulated in both round and sirloin muscles, is involved in lipid metabolism, interacting with pathways critical for lipolysis in adipocytes, adipocytokine signaling, and the PPAR signaling pathway^42,53^. The CD44 gene, known for its importance in bovine mammary epithelial cells, also emerges as a crucial regulator of lipid metabolism^54^. CD44 is present on the surface of human adipose stem cells, indicating a potential role in the pluripotency and differentiation of preadipocytes^55^. GEM promotes adipogenesis in goat intramuscular preadipocytes by facilitating lipid accumulation and enhancing the expression of key adipogenic markers such as C/EBPα, C/EBPβ, LPL, PPARγ, and SREBP1^56^. CYP4B1 is significantly more expressed in intramuscular fat compared to subcutaneous fat in cattle, playing a crucial role in cholesterol metabolism and influencing fat deposition and muscle development^57^.​ MAP2K6, linked to intramuscular fat in Nelore cattle^58^, regulates lipid metabolism in Hanwoo cattle^43^. These results contrast with other findings showing that maternal overnutrition increases or has no effect on the levels of adipogenic marker mRNA in the skeletal muscle of fetal beef cattle^3,16^.

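In round muscle DLK2 (540262) fell from 4.04 ± 2.09 to 0.766 ± 0.542 CPM (SD, n = 4 each), a log2 fold change of -2.39 (standard error 0.562, adjusted p-value = 0.829 by edgeR, 0.00671 by DESeq2). COL11A1 (287013) had counts of 9, 1044, 57 and 58 in control replicates 1 to 4 and 31, 7, 19 and 44 in treated replicates 1 to 4. Its log2 fold change was -3.15 (standard error 1.05, adjusted p-value = 0.864 by edgeR, 0.133 by DESeq2), and -1.07 without control replicate 2. In a list of 19 fibrogenesis genes, 17 were lower in treated calves (adjusted p-value = 0.00165 by limma's camera test, mean log2 fold change -0.51). The round library of control replicate 2 had the highest value of 18 of the 19 genes, and without it the list no longer shifted (adjusted p-value = 0.780 by camera, in the opposite direction). In sirloin muscle 12 of the 19 genes were higher in treated calves (adjusted p-value = 0.303 by camera, mean log2 fold change 0.12). There camera called the list higher without control replicate 2 (16 of 19, adjusted p-value = 0.000463, mean log2 fold change 0.41) and without treated replicate 3 (15 of 19, 0.0171), and without treated replicate 4 the direction reversed (7 of 19 higher, 0.247).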

Regarding fibrogenesis, we found a downregulation of DLK2 and COL11A1 in round muscle. GO analysis highlighted terms related to anatomical structure development, multicellular organismal process, and cell differentiation, emphasizing their roles in fibrogenesis. DLK2 modulates progenitor cell proliferation and differentiation through interactions with extracellular matrix components and signaling pathways^59^. COL11A1, part of collagen XI, influences meat tenderness by affecting connective tissue integrity in beef cattle^60^. The downregulation of these fibrogenesis-related genes suggests potential alterations in connective tissue development, which could impact muscle quality and function in neonatal calves exposed to maternal overnutrition.

Overall, our findings suggest that overnutrition during the mid to late stages of pregnancy may not significantly enhance myogenesis and adipogenesis in the muscle tissues of neonatal Hanwoo calves. This conclusion is based on the significant downregulation of genes crucial for these developmental processes. For instance, in the round muscle, we observed downregulation of genes such as PPARGC1A, SGMS2, RUNX1, and CD44. Similarly, in the sirloin muscle, genes like NFATC2 and MAP2K6, which are important for muscle development and response to metabolic changes, were also downregulated. These patterns suggest that maternal overnutrition leads to a suppression of genes involved in myogenesis and adipogenesis rather than an enhancement, highlighting a potential inhibitory effect on muscle and fat cell development pathways in neonatal calves.

Maternal nutrition during pregnancy significantly influences offspring’s skeletal muscle energy metabolism, leading to adaptations such as reduced glucose transport and ATP production, and diminished transcriptional metabolic flexibility. These adaptations can predispose offspring’s muscle to favor fatty acids over carbohydrates for ATP synthesis, even with ample glucose availability^61^, affecting marbling in beef animals fed high-energy diets. 

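In a list of 20 oxidative genes, most of them mitochondrial, that PPARGC1A is taken to regulate, 8 genes were higher and 12 lower in treated calves in round muscle (adjusted p-value = 0.847 by limma's camera test, mean log2 fold change -0.10). The direction by camera reversed without control replicate 3, control replicate 4 or treated replicate 2 (adjusted p-values 0.481, 0.905 and 0.253). In sirloin muscle 17 of 20 were lower (adjusted p-value = 0.000249 by camera, mean log2 fold change -0.29). The sirloin shift was no longer below the threshold without treated replicate 2 (adjusted p-value = 0.0803 by camera). The list holds no gene of Tables 3 and 4. PPARGC1A itself was at 1503 to 3145 counts in the treated round libraries and 1471 to 4285 in the treated sirloin libraries.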

In this study, PPARGC1A, a crucial gene in this domain, was downregulated in both muscle tissues. This downregulation suggests an inhibition of its role as a transcriptional coactivator that regulates genes involved in these metabolic processes, especially in metabolically active tissues^42,43^. Conversely, ADCY6 were upregulated in round of Neonatal calves, respectively. ADCY6 has a function in glucose production^62^. Similarly, the upregulation of RGS1 in the sirloin muscle indicates its involvement in cellular energy regulation mechanisms. 

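RGS1 (540836) rose from 0.392 ± 0.111 to 2.31 ± 2.22 CPM (SD, n = 4 each) in sirloin muscle, a log2 fold change of 2.56 (standard error 0.610, adjusted p-value = 0.876 by edgeR, 0.0365 by DESeq2). The counts were 19 to 23 in control calves and 50, 70, 77 and 388 in treated calves, and without treated replicate 4 the log2 fold change was 1.62.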

RGS1 is responsible for decreasing the activity of G-protein signaling by binding to the α subunit of G proteins to increase the conversion of guanosine triphosphate (GTP) to guanosine diphosphate (GDP)^63^, suggesting its involvement in cellular energy regulation mechanisms. GO analysis highlighted significant terms related to “biological regulation” and “response to stimulus,” which encompass metabolic processes and energy regulation. These findings underscore the complex interplay between maternal nutrition, gene expression, and metabolic outcomes, highlighting the need for further research to understand the long-term effects of maternal overnutrition on offspring health and development.

The Random Forest analysis in our study highlighted the significance of several genes in the context of muscle development and energy homeostasis in neonatal Hanwoo calves, emphasizing their potential impact on meat quality. Among the genes identified, ARC, was noted as the most influential gene. ARC plays a crucial role in muscle development by regulating cytoskeletal dynamics and processes such as actin polymerization, essential for muscle fiber formation and maintenance^64^. This regulation is vital for proper muscle growth, suggesting that alterations in ARC expression could impact muscle structure and function, potentially affecting meat quality and yield. SLC1A5, the second key gene, is a significant transcription target of the TEAD1 gene, with its expression crucial for the proliferation and differentiation of myoblasts during embryonic skeletal muscle development^65^. The involvement of SLC1A5 in myoblast differentiation underscores its importance in early muscle development stages. However, previous research has indicated that while TEAD1 regulates muscle growth via SLC1A5, maternal dietary restriction during pregnancy does not significantly affect SLC1A5 expression^66^​. This finding suggests that SLC1A5 may be differentially regulated under conditions of overnutrition compared to undernutrition, pointing to a complex regulatory mechanism that could affect muscle development and metabolism differently depending on the nutritional environment. GNPTAB as the third gene, involved in the formation of mannose 6-phosphate recognition markers on lysosomal enzymes^67^, is linked to metabolic pathways and cellular processes crucial for muscle development. Disruptions in GNPTAB expression may influence muscle tissue homeostasis and metabolic efficiency, potentially leading to altered muscle growth and composition in offspring exposed to maternal overnutrition.

To sum up, this study demonstrates that maternal overnutrition during mid-to-late pregnancy can lead to the downregulation of key genes involved in myogenesis, adipogenesis, fibrogenesis, and energy metabolism in neonatal Hanwoo calves. These findings suggest that maternal overnutrition not only impairs muscle development but may also predispose offspring to metabolic dysregulation, potentially affecting muscle quality and the overall health of the calves.

## Conclusions

This study demonstrates that maternal overnutrition during mid-to-late pregnancy significantly impacts gene expression in the round and sirloin muscles of neonatal Hanwoo calves, primarily leading to the downregulation of genes crucial for muscle development, adipogenesis, fibrogenesis, and energy metabolism. Key genes, such as PPARGC1A, THBS1, ENAH, RUNX1, CD44, JUND, NFATC2, and MAP2K6, were downregulated, suggesting a suppression of pathways involved in muscle cell differentiation and metabolic regulation. These molecular changes may indicate a potential reduction in muscle fiber formation and a limitation in fat deposition rather than promoting increased adipose tissue, challenging the typical expectations of overnutrition effects. The identified changes in gene expression profiles and associated pathways highlight the complex regulatory mechanisms in muscle development and metabolism influenced by maternal nutrition. Additionally, our Random Forest analysis revealed genes like ARC, SLC1A5, and GNPTAB as influential in these processes, suggesting new targets for future research aimed at optimizing prenatal nutrition strategies. These findings underscore the importance of balanced maternal diets to support optimal muscle development and metabolic health in offspring, with potential implications for improving growth performance and meat quality in beef cattle.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

## Data Availability

All original findings of the study are included within the article and its Supplementary Material. The RNA-seq read data generated and analyzed during this study are available in the Gene Expression Omnibus (GEO) repository, under the accession number GSE275560, as part of BioProject PRJNA1151676.

How the deposited data were processed for this re-analysis (not part of the article)

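RNA was sequenced from the round and sirloin muscles of 8 neonatal Hanwoo calves, 4 from control cows at 100% of the requirement and 4 from treated cows at 150%. The labels number the replicates 1 to 4 in each diet, and the same numbers mark the round and sirloin libraries of one calf. Expression paired the muscles of a calf. After the group means were removed, correlations between a calf's muscles were 0.264 to 0.609. With the other muscle of another calf of the same diet they were at most 0.0681. Removing the mean of 4 calves pushes the latter down, so part of this gap is fixed in advance. Replicate numbers did not pair calves across the diets.
The authors trimmed reads with Trimmomatic, removed rRNA reads with SortMeRNA, aligned with HISAT2 and Bowtie2 and quantified with StringTie. The paper's text does not name the genome build. The deposited read counts are whole numbers without normalization for 34109 genes. The deposited normalized values sum to between 999756 and 1000000 in each library, so they were used as the authors' TPM. The deposited comparison tables give the authors' fold changes and p-values for 14977 genes in round and 15101 genes in sirloin muscle, and their p-values ranked almost as those of edgeR's exact test with the filterByExpr filter (Spearman's rho 0.996 and 0.995). The authors' FPKM in Table S1, used here for 1012 round and 1058 sirloin genes, gave 1 factor per library from which FPKM was rebuilt for all genes from TPM.
The main test was edgeR 4.0.16 with TMM factors, glmQLFit and glmQLFTest in R 4.3.3, in each muscle by itself, without covariates, on all genes with at least 1 count in any of its 8 libraries. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. All edgeR, DESeq2 and limma tests were two-sided and adjusted by the Benjamini-Hochberg method. The difference between the muscles and the comparison of round with sirloin muscle used all 16 libraries in 4 groups. PCA used centred log2 CPM with a prior count of 2, and a pseudo-F on Euclidean distances with a one-sided exact permutation test over 35 splits. The random forest used randomForest 4.7.1.2 with 500 trees. Each count from a test across genes was also computed for the other splits of the calves, or for 100 swaps of the muscle labels.
Gene lists were tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over 11 lists and both muscles: immediate early, slow fibre, fast fibre, myogenic regulator, adipogenesis, fibrogenesis, smooth muscle, tendon, red blood cell, integrated stress response and PPARGC1A-regulated oxidative genes. The lists hold no gene of Tables 3 and 4. The paper's methods state that the calves were male. Of the marker genes of sex only XIST matched a listed gene, and its TPM was at most 0.0109 in any library.
Genes were named by this rule: every gene the paper names as changed in its data (the values of its tables count as seen), in each muscle the 5 genes with the largest change among those below the threshold without overlap that the paper does not name (there were none), members of a reported list, and the 5 genes with the smallest p-value of the interaction. The tests, the naming rule, the lists and the alternatives were set before the data were examined, except for the tests and alternatives that the closing section names as added or chosen later. The normalized files had been assumed to hold FPKM at that point.
Alternatives were DESeq2 1.42.0, limma-voom, other normalizations (RLE and upper-quartile), filterByExpr, both muscles in a single fit, blocks, other thresholds, other scales and leaving out each calf in turn. Where a group had 0 counts, a fold was computed against a floor of 3 counts over the group and given as a bound. The floor was 0.0131 CPM for the treated and 0.0143 CPM for the control round group, and 0.0136 CPM for the control sirloin group.
The steps were tested on simulated data with 200 genes changed by 2 on the log2 scale. edgeR recovered 66.5% of them with 12 false calls in round muscle and 62% with 13 in sirloin muscle. DESeq2 recovered 76% in each, with 44 and 52 false calls, and limma-voom 49.5% and 51%, with 8 and 9. With no gene changed, edgeR called 2 and 0 genes and DESeq2 12 and 7. The interaction test recovered 31% and the test of round against sirloin muscle 82%. The PCA test gave the smallest possible p of 0.0286 with 200 genes changed, and 0.8 and 0.771 with none. An immediate early list lowered by 1 on the log2 scale was detected in both muscles, with 0 and 1 other lists called. In all simulations each gene was drawn independently, without variation shared between genes or between the muscles of a calf. These rates and p-values therefore need not hold for the real libraries, where DESeq2 called up to 573 round genes in other splits of the calves.
Protein interaction networks, enrichment of gene ontology terms and pathways, and qPCR were not analysed here. Some genes that the naming rule or the counts cover are not reported here by name. The tRNA genes of Table 3 were not matched to a listed gene.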

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

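Of the tests in this part, those of the red blood cell and immediate early lists over other splits of the calves and of the adipogenesis, fibrogenesis and tendon lists without 1 library, and of depth for the fibrogenesis list, were chosen after the results were seen. In 204 groups of 4 values (64 of libraries and lists, 140 of genes), 21 had a value whose gap to its nearest neighbour, divided by the range, was above Dixon's 95% critical value, and chance gives about 1 in 20 groups. GC content, gene length and reads shared between paralogs were not tested.
The round library of control replicate 2 stood apart from the other control libraries in its TMM factor (highest, gap over range 0.895) and in its mean correlation with the other libraries (lowest, 0.835). It also had the highest mean of the fibrogenesis list (0.939) and of the tendon list (0.864), and the highest values of TNMD (0.914), CD44 (0.906), COL11A1 (0.913) and CYP4B1 (1, from 2 counts where the other control calves had 0). The sirloin library of the same calf had the most genes detected of the control libraries (0.869). This calf had the largest library of each muscle (72446933 and 72165291 counts), and depth was not tested as a cause of its number of genes detected. Depth alone does not explain the fibrogenesis mean, which is scaled for it and was 6.20 on log2(TPM + 1): the round library of treated replicate 3, with 67119683 counts, had 4.49, and that of treated replicate 1, with 62800787, had 4.26. In round muscle 17 of 19 fibrogenesis genes (camera adjusted p 0.00165, mean log2 fold change -0.51) and 12 of 15 tendon genes (0.0116, -0.91) were lower in treated calves. Without this library the adjusted p was 0.780 for the fibrogenesis list, with the opposite direction, and 0.875 for the tendon list, so connective tissue or tendon in this library is a candidate explanation for both shifts. It had the highest value of 18 of the 19 fibrogenesis genes and 11 of the 15 tendon genes, with COL1A1 at 703 TPM against at most 113 elsewhere in round muscle and FMOD at 59.8 against 6.43. Round muscle of the other 3 control calves expressed all 19 fibrogenesis genes and 9 of the tendon genes at a mean of at least 1 TPM (11 with this library), so muscle's own connective tissue is not separated from added tissue. The sirloin library of the same calf was also above the other sirloin control libraries, with TNMD at 64 counts against 0 to 2, COL1A1 at 133 TPM against 19.4 to 34.5, FMOD at 9.54 TPM against 1.77 to 4.01 and a fibrogenesis mean of 4.65 on log2(TPM + 1) against 3.51 to 3.71, so a property of the calf stays open beside added tissue. For TNMD itself, tendon in some of the round libraries cannot be told apart from a lower level in treated calves, because fry gave an adjusted p of 0.671 for the tendon list and because the gene had 141 counts in this library and at most 9 in any other round library. Processing by the authors that differed for this calf cannot be told apart from a property of the calf: only 1 gene was at 0 in both of its libraries and detected in all others (0 to 3 for the other calves), but its TPM values sum to 1000000 where those of other libraries sum to slightly less. No biological explanation was tested, since the labels give no difference between this calf and the other control calves.
The sirloin library of treated replicate 4 had a far higher mean of the adipogenesis list than the other treated libraries (0.961), and RGS1 was highest there as well (0.911). The list was higher in treated calves (17 of 21 genes, camera adjusted p 0.0116, mean log2 fold change 0.80). Without this library the adjusted p was 0.247 and the direction reversed, and without control replicate 2 it was 0.111. FABP4 was at 2825 TPM here against at most 3.78 in the other sirloin libraries, ADIPOQ at 678 against 0.549, PLIN1 at 160 and CIDEC at 99.0, while FABP4 in the round library of the same calf was at 2.94. Fat tissue in this library is therefore a candidate explanation of the shift, and whether it was fat within the muscle or fat taken with the sample was not tested. Sirloin muscle of control calves expressed 15 of the 21 genes.
Red blood cell genes were higher in treated calves in round muscle (7 of 7 tested genes, camera adjusted p 1.89e-05, mean log2 fold change 1.47) and in sirloin muscle (8 of 8, 9.87e-05, 1.39). The shift stayed below the threshold with any calf left out, at an adjusted p of at most 0.00156. Chance cannot be excluded in either muscle, since the list was picked from 11 lists in 2 muscles. In 28 of 35 splits some list had as small a p as this one in round muscle, and in 31 as in sirloin muscle. For this list alone, no other split had as small an unadjusted camera p in round muscle (1.72e-06 against at least 3.04e-05). In sirloin muscle other splits had smaller ones (2.29e-07 and 6.76e-07 against 1.35e-05). Neither fry (adjusted p 0.179 in round muscle) nor camera with an estimated correlation (0.183) called the list. Only 3 of its 10 genes were at 1 TPM or more in control calves of either muscle. More blood in the samples of treated calves, a difference in globin removal between libraries and an effect of the diet on red cells remain open and were not tested.
Immediate early genes outside Tables 3 and 4 were lower in treated calves in round muscle (24 of 25, camera adjusted p 7.57e-06, mean log2 fold change -0.73), with any calf left out (adjusted p at most 0.0242). The round library of treated replicate 4 did not share this: its mean of the list was 5.23 on log2(TPM + 1), above the control libraries (4.52 to 4.67), and those of the other treated libraries were 3.11 to 4.14. In 24 of the 35 splits some list had as small a p, so that chance cannot be excluded. In sirloin muscle 16 of 25 were higher (adjusted p 0.347). There the list was lower without treated replicate 4 (9 of 25 higher, adjusted p 0.0369) and higher without treated replicate 1 (21 of 25, 0.00235). The difference between the muscles had an adjusted p of 7.02e-05. A response around birth, death or sampling that differs between the diets cannot be told apart from an effect of the diet. The sample labels do not give the conditions of birth, death or sampling of single calves. Of the 25 genes, 22 were expressed in round muscle of control calves and 1 is in another list.
Fibre genes moved in both muscles. In round muscle 11 of 13 fast fibre genes were lower (camera adjusted p 0.0317, mean log2 fold change -0.45) and 10 of 10 slow fibre genes higher in treated calves (0.000623, 0.57). In sirloin muscle 12 of 13 fast fibre genes (0.000249, -0.19) and 9 of 10 slow fibre genes (0.00143, -0.35) were lower. The muscles differed for the slow fibre list (5.20e-08), in a test without calf as a block. The fast fibre shift in round muscle was lost without control replicate 1 (0.728), which had the highest mean of the list (0.871), without treated replicate 2 (0.801) and without treated replicate 3 (0.251). The slow fibre shift was lost without treated replicate 2 in round muscle (0.179) and without treated replicate 4 in sirloin muscle (0.195). The fast fibre shift in sirloin muscle was kept by camera with any calf left out (at most 0.00906), but the means of the list on log2(TPM + 1) overlapped, at 11.1 to 11.3 in control and 11.0 to 11.5 in treated libraries, the highest in treated replicate 4. All 10 slow and 12 of the 13 fast fibre genes were expressed in both muscles of control calves. The part of the muscle that was sampled and an effect of the diet on fibre types are both open and were not tested.
Oxidative genes were lower in treated calves in sirloin muscle (17 of 20, camera adjusted p 0.000249, mean log2 fold change -0.29). Treated replicate 2 was far below the other treated libraries (0.898), and without it the adjusted p was 0.0803. On log2(TPM + 1) its mean of the list was 6.71, and the other treated libraries, at 7.33 to 7.40, were not below the control libraries, at 7.22 to 7.37. Muscle expressed 19 of the 20 genes in control calves of each muscle. The muscles differed for this list (adjusted p 0.0144), for the fibrogenesis list (0.000734) and for the integrated stress response list (0.0151). In the last list 7 of 17 genes were higher in round muscle and 10 of 17 in sirloin muscle, and the round library of treated replicate 4 had the highest mean of the treated libraries (0.922). None of the differences between the muscles was called by fry, whose lowest adjusted p was 0.273. The tests of lists between the muscles did not use calf as a block, although both muscles came from the same calves.
Over all lists, camera called 6 in round and 5 in sirloin muscle, and 10 and 13 of the 35 splits of the calves shifted as many lists, so that chance cannot be excluded for the number of lists. None was called by fry or with an estimated correlation. Of the genes of a list, 1 was also in another list for the fibrogenesis, myogenic regulator and tendon lists and 2 for the smooth muscle list.
Among single genes, AMBP differed between the muscles when calf was used as a block (adjusted p 0.0223), with a log2 fold change of 3.80 in round and -4.77 in sirloin muscle. It was not called without the block. RUNX1 was highest in treated replicate 1 of round muscle (0.917) and in control replicate 1 of sirloin muscle (0.904). LOC781412 was highest in control replicate 3 (0.921, from 3 counts) and in treated replicate 1 of round muscle (0.888). LOC104970902 was highest in treated replicate 2 of round muscle (0.884). CCNB2 was lowest in treated replicate 1 of round muscle (0.956). No biological explanation of these single values was tested.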

How the results depend on the processing

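The alternatives named here as added, and the tests of the correlation of log2 fold changes over other splits, were chosen after the data were seen. In round muscle edgeR's count of 4 DEGs was the same with robust estimation, RLE, upper-quartile, filterByExpr, both muscles in 1 fit and a log2 fold change of at least 1, although with both muscles in 1 fit only 2 of the 4 genes were the same. It was 45 by DESeq2, 39 by DESeq2 without independent filtering, 1 by limma-voom and 10 at an adjusted p under 0.2. Replicate numbers as a block, which do not pair calves across the diets, gave 2 in round and 0 in sirloin muscle. Added alternatives gave 0 for limma on log2(FPKM + 1), 0 for limma on log2(FPKM + 0.1), 43 for DESeq2 with the FPKM filter, 26 for edgeR's exact test with filterByExpr and 6 with bias-adjusted deviances. In sirloin muscle the count of 2 was the same with robust estimation, RLE, upper-quartile, filterByExpr, both muscles in 1 fit, an adjusted p under 0.2 and a log2 fold change of at least 1. It was 13 by DESeq2, 12 by DESeq2 without independent filtering and 0 by limma-voom. Added alternatives gave 0 for log2(FPKM + 1), 1 for log2(FPKM + 0.1), 15 for DESeq2 with the FPKM filter, 3 for the exact test and 3 with bias-adjusted deviances. The cause was not tested. limma on FPKM found 746 genes at an unadjusted p under 0.05 in round and 1420 in sirloin muscle with log2(FPKM + 1), and 835 and 1479 with log2(FPKM + 0.1), where the median log2 fold change of all sirloin genes was 0.145 and 92.5% of those genes were higher in treated calves. The FPKM fits used no TMM factors. By edgeR with TMM factors the median over all tested sirloin genes was 0.0287. limma-voom found 682 in sirloin muscle and edgeR with the block 463, of which 45.1% were higher in treated calves.
Leaving out each calf in turn gave 0 to 3 DEGs in round muscle and 0 to 1 in sirloin muscle. Round muscle had 1 without control replicate 1 or 2, 2 without treated replicate 2, and 0 without control replicate 4 (689 genes at an unadjusted p under 0.05) or treated replicate 3 (889). Sirloin muscle had 1, LOC784052, without control replicate 3 and 0 without any other calf, with 630 to 1071 genes at an unadjusted p under 0.05. In round muscle these were 689 to 1262. With filterByExpr the genes at an unadjusted p under 0.05 were 625 in round and 497 in sirloin muscle, where fewer genes were tested. The counts of 956 and 852 stayed within a factor of 1.5 by DESeq2, limma-voom and RLE.
For the number of DEGs in round muscle, only 1 of 35 splits, the real one, gave as many. That is the smallest share that 35 splits allow, in 1 of several such tests, so chance is not excluded. Chance cannot be excluded either for the 2 DEGs in sirloin muscle (3 splits) or for the DESeq2 counts (11 splits in round muscle, 21 in sirloin muscle). The same holds for the genes at an unadjusted p under 0.05 (21 splits in each muscle). It also holds for the correlation of the log2 fold changes between the muscles, which 34 of 35 splits reached.
PCA gave no separation over all genes, on log2(FPKM + 1), over the 500 most variable genes, or with any calf left out (pseudo-F 0.839 to 1.09 in round and 0.815 to 1.03 in sirloin muscle). Only over the DEGs of the study did it, with 14.9 and 15.1, and on their standardised FPKM, an added alternative, with 9.30 and 13.2. All 35 splits separated their groups on the first component in each muscle when each used its own genes of smallest p, so the choice of genes on the same libraries may account for that separation.
The mean correlation between libraries was 0.914 in round and 0.952 in sirloin muscle on FPKM without a log and the same on TPM. It was 0.977 and 0.979 on log2(FPKM + 1), and 0.854 and 0.935 on FPKM without the 10 genes of highest mean. The added alternative over the DEGs of the study gave 0.932 and 0.789. The cause was not tested.
Of the gene lists, 6 were called in round and 5 in sirloin muscle by camera, 0 and 0 with an estimated correlation and 0 and 0 by fry, and 4 to 7 and 5 to 7 with each calf left out. DESeq2 shared 4 DEGs between the muscles instead of 1, and an adjusted p under 0.2 shared 1. Leaving out a calf shared 0, or 1 without control replicate 3, which was LOC784052 and not LOC781412. Of the 35 splits 2 shared as many as 1, so chance cannot be excluded. The interaction count of 0 by edgeR (637 genes at an unadjusted p under 0.05) was also 0 by DESeq2 (290), with filterByExpr (200), with RLE (639) and with each calf left out (0 to 0, with 421 to 718), and 1 with calf as a block. All 35 splits gave a count of at least 0, which decides nothing. Round against sirloin muscle called 14 genes, 109 with calf as a block and 84 by DESeq2, which both kept the 14, and 13 to 19 with each calf left out. The cause was not tested. Chance can be excluded there (1 of 100 swaps of the labels).
The correlation of log2 fold changes was 0.0891 with DESeq2 fold changes, 0.389 with filterByExpr, where fewer genes were tested, and 0.0376 over genes at an unadjusted p under 0.05 in round muscle. Leaving out each calf, added as well, gave 0.0842 (without treated replicate 2) to 0.223 (without control replicate 2). The random forest error was 37.5% with genes chosen again without the held-out calf, and otherwise 0% to 12.5%.
For 75 log2 fold changes of named genes, 1170 values under alternatives were compared: 1057 kept their direction and their side of the threshold, 60 kept the direction and lost the threshold, 53 kept the direction and passed it, and 0 changed direction past a threshold. Of the 53, 47 were by DESeq2. Only the 4 round and 2 sirloin results below the threshold by edgeR could lose it, and 38 of the 60 losses came with a calf left out. Most of the values that kept their side are therefore of genes that edgeR did not call and that stayed uncalled. Depth limits genes near 0: TNMD, CCNB2 and CYP4B1 in round muscle had 0 counts in several libraries, and their folds are bounds or not given.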

Differences from the paper's values

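DESeq2 with the FPKM filter, the exact test, correlations over the DEGs of the study and limma on FPKM for the DEG counts, and standardised FPKM for the PCA, were tests chosen after seeing the values. Counts and percentages are near the paper's here when within a factor of 1.5, and correlations when within the SD over pairs of libraries. In round muscle the paper's 43 DEGs (the paper's 4 upregulated and 39 downregulated) compare with 4 here (1 and 3) by edgeR. Of the alternatives set before the data were examined, DESeq2 (45, 38 downregulated) and DESeq2 without independent filtering (39, 5 and 34) are near the paper's values, except that DESeq2's 7 upregulated genes are not, and limma-voom, robust estimation, RLE, upper-quartile, filterByExpr, both muscles in 1 fit, the replicate block and leaving out any calf are not. At an adjusted p under 0.2 the paper's 90 genes compare with 10 here, and DESeq2 (91) and DESeq2 without independent filtering (84) are near it, while the others set then are not.
In sirloin muscle the paper's 15 DEGs (the paper's 6 and 9) compare with 2 here (1 and 1), and the paper's 30 genes at an adjusted p under 0.2 with 2. DESeq2 (13, 6 and 7, with 34 at the wider threshold) and DESeq2 without independent filtering (12, 6 and 6, with 30) are near the paper's values, and the others set then are not. DESeq2 on the genes that pass the rebuilt FPKM filter, chosen after seeing the values, gave 43 (4 and 39) and 90 in round muscle and 15 (6 and 9) and 30 in sirloin muscle, and drops 0 of the paper's 41 matched and 0 of its 15 DEGs. At an unadjusted p under 0.05 it gave 837 (316 and 521) in round muscle and 677 (336 and 341) in sirloin muscle, and limma-voom gave 855 (321 and 534) in round muscle. The p-values of Table S1 were within 1% of those of DESeq2 with this filter for 1012 of 1012 round and 1058 of 1058 sirloin genes.
The first component of the round PCA is about 64% in Fig. 1A, read by eye, and 22.4% here, and that of the sirloin PCA is about 72% in Fig. 1C, read by eye, and 23.8% here. The genes of Tables 3 and 4 alone (71.9% and 73.4%) are near the paper's values, while log2(FPKM + 1) (30.1% and 30.8%), the 500 most variable genes (25.4% and 39.8%) and leaving out any calf (22.9% to 26.4% and 25.6% to 29.6%) are not. Standardised FPKM of the genes of Tables 3 and 4, chosen after seeing the values, gave 64.7% and 70.3% and holds all 41 matched and all 15 of the paper's DEGs. The lowest correlation is about 0.60 in Fig. 1B, read by eye, and 0.957 here in round muscle, where only FPKM without the 10 highest genes (0.655) is near it, and not FPKM, TPM or log2(FPKM + 1). It is about 0.37 in Fig. 1D, read by eye, and 0.955 here in sirloin muscle, where no alternative set before the data were examined is near it. FPKM over the genes of Table 4, chosen after seeing the values, gave 0.371 and holds all 15 of the paper's DEGs. SGMS2 in control sirloin muscle is at about 1.1 FPKM in Fig. 9B, read by eye, and 0.366 here. No alternative was set for this value. In control round muscle it was 1.06 FPKM here.
Of the 56 matched log2 fold changes of Tables 3 and 4, 54 had counts in both groups, and all 54 were within 1 standard error of the paper's values, with the largest gap, 0.11, for LOC784052. TNMD and LOC112446708 had 0 counts in a group, where a log2 fold change is not measured. Over all 56, 0 differed with DESeq2, with limma-voom 6, with limma on log2(FPKM + 1) 41 and on log2(FPKM + 0.1) 26.
Several statements of the paper differ from the values here. The paper states lower correlations between the diets than within them. In round muscle the means were 0.966 within and between, and in sirloin muscle 0.968 between, 0.971 among control and 0.964 among treated calves. Over FPKM of the Table 4 genes the mean between the diets was 0.753, below 0.932 among treated and above 0.740 among control calves. The paper describes C2 as an outlier of the round control calves. Which library Fig. 1 names so was not tested. The library named C2 in Table S1, control replicate 3, had the highest mean correlation of the control libraries, 0.968. Among the PCA settings whose scores were examined, it stood apart only over the Table 3 genes, on the second component, at -7.09. Scores on standardised FPKM of these genes were not examined. Control replicate 2 of the sample labels had the lowest mean correlation, 0.963, and lay farthest from the other control libraries over all genes. The difference from the paper can therefore be one of names, or for the PCA one of the genes used, and the values do not decide between them. The paper describes the treated sirloin calves as a tight cluster apart from the control calves. Over all genes their pseudo-F was 0.894, and over the Table 4 genes 15.1. The paper describes CYP4B1 as lower in treated calves in the sirloin text and as upregulated in Table 4, and its log2 fold change here was 5.64.
The paper names COL11A1 and LOC104970902 among the changed genes of round muscle. COL11A1 had an adjusted p-value of 0.864 by edgeR, 0.133 by DESeq2 and 0.193 in the deposited comparison table of the authors. LOC104970902 had 0.839 by edgeR, 0.0511 by DESeq2, 0.0502 by DESeq2 with the FPKM filter and 0.0301 by the exact test, so of the tests run here only the exact test called it. The deposited comparison table of the authors gives it 0.00281, below the threshold as in the paper. Of CCNB2, TELO2, ME2, CREB5, KLF5, MMP2 and SHISA5, which the paper names from its wider thresholds, edgeR called none, and their adjusted p-values by DESeq2 lay between 0.0387 (CCNB2) and 0.244 (MMP2). Of the matched genes of Table 3, edgeR called 4 of 41, DESeq2 40, DESeq2 with the FPKM filter 41, the exact test 24 and limma-voom 1. Of those of Table 4, the counts were 2, 12, 15, 3 and 0 of 15. The paper describes both muscles as mostly downregulated. In round muscle 539 of 956 genes at an unadjusted p under 0.05 were lower here, and in sirloin muscle 352 of 852 (387 of 671 without treated replicate 4 and 381 of 752 without control replicate 3). By limma on log2(FPKM + 1) and log2(FPKM + 0.1), 472 of 746 and 492 of 835 round genes were higher. Those fits used no TMM factors, so they do not decide the direction. Of the 15 genes of Table 4, 9 were lower. The paper ranks ARC, GNPTAB, ENAH, SAMD4A, SLC1A5, FOSL1 and CCNYL1 among the leading genes of the random forest. Here they were at ranks 8, 22, 23, 24, 27, 34 and 48, and over 10 other seeds the best of them, ARC, was at ranks 9 to 20, while CCNYL1 moved between 17 and 51. RIPOR3, which the paper also ranks there, led here, followed by STX7, NAB2, LOC781412 and SGMS2. TNMD and GEM, also of the paper's leading genes, were at ranks 50 and 31, and at 36.5 to 51 and 19 to 49 over the 10 other seeds. In the round libraries alone ARC was at rank 4, TNMD at 6.5 and GEM at 21, while RIPOR3 was at 30.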

Other observations

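Of the tests in this part, that of genes near 0 in 1 diet was chosen after the values were seen. LOC784052, LOC101904275, LOC781412 and CYP4B1 were near 0 in some calves and well above it in others. With 0.5 TPM as the limit, 31 of 32 pairs of calf and gene were on the same side in both muscles (29 with 0.3 TPM). Of 576 pairings of the calves within diets, 48 gave as many, an exact permutation p of 0.0833. CYP4B1 was high in 3 treated calves in round and 4 in sirloin muscle, so no pairing could give more than 31. The p of 0.0833 was therefore the smallest possible, and the test cannot decide the question. A sequence or copy-number variant carried by some calves cannot be told apart from an expression difference of the calf, because reads and genotypes were not analysed here. LOC781412 was high in all treated calves and near 0 in all control calves in both muscles. Of 105 genes that could be classed, 19 were near 0 in some calves and high in others in both muscles, 2 of them high in 4 calves, and only LOC781412 followed the diets. In 2 of the 35 splits there was such a gene, the diets included, so that a variant that sorted with diet by chance cannot be told apart from an effect of the diet.
Among the lists that camera did not call, besides those given at the paper's claims, were the integrated stress response list (adjusted p 0.198 in round and 0.117 in sirloin muscle), the smooth muscle list (0.413 and 0.303), and in sirloin muscle the tendon list (0.497). Each of these was called with some calf left out: the stress response list in round muscle without treated replicate 4 (lower, 0.00105) and in sirloin muscle without control replicate 1 (higher, 0.00934), treated replicate 1 (0.0242) or treated replicate 2 (0.0491), the smooth muscle list without control replicate 3 (lower, 0.0349 and 0.0180), and the sirloin tendon list without treated replicate 4 (lower, 0.00391). The direction reversed without a call for the smooth muscle list in round muscle without control replicate 1 (0.981) or treated replicate 4 (0.873), and for the sirloin tendon list without control replicate 2 (0.906) or treated replicate 3 (0.578). For the smooth muscle list in sirloin muscle the mean log2 fold change was -0.18 and the median 0.02. Muscle of control calves expressed 16 and 15 of the 17 integrated stress response genes in round and sirloin muscle, 9 of 9 smooth muscle genes, 14 of the myogenic regulators in each muscle, and 16 adipogenesis genes in round muscle.
Round and sirloin muscle differed in 14 genes over all calves. HOXC11 (at least 299-fold), TBX4 (at least 160-fold) and LOC101907241 (at least 751-fold) were higher in round muscle, against a floor of 3 counts over the sirloin group, as were ALDH1A2 (1.61 on the log2 scale), MTHFD2 (2.34) and FOSL1 (4.06). ZIC5 was at least 184-fold higher in sirloin muscle, and WDR86 (-2.70), SHISA3 (-3.30), FOXD1 (-3.79), IGFN1 (-4.16), CD101 (-3.85) and LOC104972118 (-2.91) were also higher there. These genes were chosen after their values were seen. Of the 23 slow and fast fibre genes, edgeR called 0 between the muscles. The largest change among abundant genes was that of MYL3, higher in round muscle in 7 of 8 calves (1.16, adjusted p 0.214). MYH7 differed by 0.27, MYH1 by 0.43 and MYH2 by -0.23. With calf as a block PVALB was called (-6.36, adjusted p 0.0357), with 51.0 TPM in the sirloin library of treated replicate 4 and at most 0.497 TPM in any other library.
The 5 genes with the smallest p of the interaction were CEP55, CYP21A2, FCGR2A, AMBP and ARC, with unadjusted p-values of 0.000246, 0.000647, 0.000733, 0.000746 and 0.00114 by edgeR. CEP55 was at 0 counts in control and 4 to 14 counts in treated sirloin muscle, at least 9.66-fold higher. CYP21A2 was at least 68.3-fold lower in treated calves in round muscle and at least 31.1-fold higher in sirloin muscle, and FCGR2A at least 8.58-fold lower and at least 26.8-fold higher. In these the higher group overlapped the other at 0, with 0 to 200 counts of CYP21A2 in control round and 0 to 37 in treated sirloin libraries, and 0 to 9 and 0 to 81 counts of FCGR2A. ARC had a difference of -4.06 on the log2 scale. None was below the threshold over all genes. LOC112446708 was at 0 counts in all treated round libraries, at least 40.4-fold lower than in control calves, with 0 to 38 counts.
The deposited comparison tables of the authors list 40 genes in round muscle (5 upregulated and 35 downregulated) and 7 in sirloin muscle (4 and 3) at an adjusted p-value under 0.05, of which 32 and 4 are in Tables 3 and 4.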
